# Characterization of the Gene Expression Profile Response to Drought Stress in *Populus ussuriensis* Using PacBio SMRT and Illumina Sequencing

**DOI:** 10.3390/ijms23073840

**Published:** 2022-03-30

**Authors:** Wenlong Li, Zhiwei Liu, He Feng, Jingli Yang, Chenghao Li

**Keywords:** drought stress, *Populus ussuriensis*, root, single-molecule real-time sequencing, alternative splicing

## Abstract

In this study, we characterized the gene expression profile in the roots of *Populus ussuriensis* at 0, 6, 12, 24, 48 and 120 h after the start of polyethylene glycol (PEG)-induced drought stress using PacBio single-molecule real-time sequencing (SMRT-seq) and Illumina RNA sequencing. Compared to the control, 2244 differentially expressed genes (DEGs) were identified, and many of these DEGs were associated with the signal transduction, antioxidant system, ion accumulation and drought-inducing proteins. Changes in certain physiological and biochemical indexes, such as antioxidant activity and the contents of Ca^2+^, proline, and total soluble sugars, were further confirmed in *P. ussuriensis* roots. Furthermore, most of the differentially expressed transcription factors were members of the AP2/ERF, C2H2, MYB, NAC, C2C2 and WRKY families. Additionally, based on PacBio SMRT-seq results, 5955 long non-coding RNAs and 700 alternative splicing events were identified. Our results provide a global view of the gene expression profile that contributes to drought resistance in *P. ussuriensis* and meaningful information for genetic engineering research in the future.

## 1. Introduction

Drought is one of the major natural disasters facing plants. In recent years, due to the influence of the global climate, the frequency of droughts has been increasing [1]. In plants, the root is the first organ to sense drought stress, and it plays a vital role in the response of plants to drought stress [2]. Hence, the roots are important in maintaining a good growth in plants, especially in soils with insufficient moisture or nutrients. During water deficit, the root perceives the soil water status, promotes biosynthesis and signal transduction of abscisic acid (ABA), and promotes changes in the expression level of drought-related genes [3,4].

Plants are sessile organisms with complex mechanisms to cope with drought stress. Strategies for dealing with drought stress in plants include (1) changes in the structure of the root system at the phenotypic level, (2) changes in osmotic regulation and antioxidant metabolism at the physiological level, and (3) regulation of drought signaling, transcription factors (TFs), and cellular defense at the molecular level [5,6,7]. Studies have exhaustively investigated molecular responses to drought stress in plants, such as *Populus davidiana* [8], *Gossypium hirsutum* and *Gossypium tomentosum* [9], *Arabidopsis thaliana* [10], and *Oryza sativa* [11]. TFs play an important role in the molecular response mechanism under drought stress, such as ABA-responsive element (ABRE), myeloblastosis (MYB), ethylene-responsive factor (ERF) and WRKY [12,13,14]. Additionally, synthesis of certain specific proteins, such as heat shock protein (HSP) and late embryogenesis abundant (LEA) protein, enhances the drought tolerance of plants [15,16]. However, the gene network involved in the response to drought stress in plants has not yet been fully elucidated. A further understanding of the drought regulation mechanism will provide theoretical support for the development of new drought-resistant plant varieties.

*Populus ussuriensis*, a member of *Populus* sect., is widely used for the regeneration of mountain forests in regions of Northeast China. The model of *P. ussuriensis* in response to drought stress remains unexplored. At present, there are no reports on whole-genome sequencing of *P. ussuriensis*, which limits the study of distinct molecular mechanisms in the plant. The PacBio single-molecule real-time sequencing (SMRT-seq) can countervail these limitations. The full-length transcripts obtained using PacBio SMRT-seq can be used directly for alternative splicing (AS) events identification, simple sequence repeats (SSRs) identification, and long noncoding RNA (lncRNA) prediction.

In this study, the roots of *P. ussuriensis* were used as the research material, and PacBio SMRT-seq and Illumina RNA-seq were used to explore the physiological and molecular changes in *P. ussuriensis* under polyethylene glycol (PEG)-induced drought stress. We aimed to determine the gene regulation network involved in the adaptation of *P. ussuriensis* to PEG-induced drought stress to highlight candidate genes that can be used to enhance drought resistance of *P. ussuriensis* and other plant species.

## 2. Results

### 2.1. Overview of the PacBio SMRT-seq and Illumina RNA-seq

In this study, 18 samples were mixed to construct a SMRTbell library for obtaining comprehensive transcriptome profiles of *P. ussuriensis* roots under PEG-induced drought stress. In total, 31,547,319 subreads (average length of 943 b.p. and N50 length of 1435 b.p.) and 387,340 circular consensus sequencing (CCS) reads (average length of 1461 b.p. and N50 length of 2133 b.p.) were obtained after quality control (Table 1). A total of 40,307 high-quality (HQ) isoforms with an average length of 1407 b.p. and 152 low-quality (LQ) isoforms with an average length of 847 b.p. after classification and correction of CCS reads. As shown in Figure 1A,B, the length distribution of CCS reads and consensus isoforms was predominantly between 500 and 4000 b.p.

For Illumina RNA-seq, a total of 816,789,418 clean reads were obtained, with a clean Q30 base rate > 93% for all samples. 

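Root RNA was sequenced in 18 libraries, with 3 biological replicates at each of 6 times. The times are 0 h and, after seedlings were moved to liquid medium with 6% PEG, 6, 12, 24, 48 and 120 h, and PEG is a polymer that withholds water from roots. Each replicate was a pool of roots from several seedlings. The values analysed here are FPKM, in which the fragments of a transcript are scaled by its length and by all mapped fragments of the library. The authors calculated them with RSEM after mapping the clean reads to the PacBio transcripts. The table lists 12994 transcripts. The FPKM of a library add up to 1067374 to 1159874, both at 24 h, and the medians of the times run from 1090098 at 12 h to 1130841 at 120 h. Read counts were not used here, and the number of clean reads in the paper is a total over all samples. From the spacing of the low FPKM values, the depth was roughly estimated at 9500000 to 15000000 mapped fragments per library. The columns of the table carry short codes, which were read as the 6 times and 3 replicates from their order and names and checked against the fold changes of Tables S6 to S12. For the comparisons, FPKM were transformed to log2 after adding 1, transcripts with at least 1 FPKM in at least 3 libraries were kept, and limma was fitted to all 18 libraries together, with each treated time compared with the same 3 libraries of 0 h. A transcript was called a DEG when the adjusted p of this test was under 0.05 and the absolute log2 fold change was at least 1, and 12080 transcripts were tested. The comparison is with 0 h and not with seedlings kept in liquid medium without PEG, so each change includes any effect of the transfer and of time. The replicate SD on the log2 scale had a median of 0.10 for the 7965 transcripts of 1000 bp or longer and of 0.16 for the 3439 from 400 to under 1000 bp, but of 1.26 for the 294 under 300 bp. Libraries resembled those of their own time with a mean correlation of 0.9605 to 0.9788, and the lowest belonged to replicate 3 at 48 h.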

Then, the clean reads were successfully mapped back to the full-length transcripts of PacBio SMRT-seq. As shown in Table S1, the average mapping ratio is 69.3%, the average multimap ratio is 28.8%.

### 2.2. SSR and lncRNA Prediction

In this study, 3121 SSRs were identified using the MISA software (Table S3). As shown in Figure 1C, the type distribution included 1252 dinucleotides (40.1%), 1673 trinucleotides (53.6%), and 196 tetranucleotides. As shown in Figure 1D, Coding-non-Coding Index (CNCI), Coding Potential Assessment Tool (CPAT), and Coding Potential Calculator (CPC) software predicted 11,484, 11,294, and 8481 lncRNAs, respectively.

### 2.3. Identification of Alternative Splicing

In total, 700 AS events were identified using the AStalavista tool (Table S3). As shown in Figure 2A, the majority of AS events were of retained intron (RI), alternative 3’ splice site (A3SS), or alternative 5’ splice site (A5SS) types. Gene ontology (GO) enrichment analysis was performed on AS genes; the top 10 functional groups of biological process (BP), molecular function (MF), and cellular component (CC) categories are shown in Figure S1. The top three GO enrichment results for BP category were “transcription”, “regulation of transcription” and “mRNA processing”, and the top three for MF category were “ATP binding”, “metal ion binding” and “DNA binding”. As shown in Figure 2B, 281 AS genes were mapped to the 37 pathways in the Kyoto Encyclopedia of Genes and Genomes (KEGG) database.

### 2.4. Transcript Integrity Analysis and Gene Annotation

The HQ isoforms generated by PacBio SMRT-seq were used to open reading frames (ORFs) identification after integrity assessment using single-copy orthologs (BUSCO). A total of 34,522 ORFs (297–6624 b.p. long) were identified using TransDecoder. The average length of ORFs is 1134 b.p., and the N50 of ORFs is 1473 b.p. (Figure 2C). After removing the redundancy of ORFs, 14,136 genes were annotated using Trinotate (Table S5). For further functional prediction and categorization, 8967 genes were annotated using the euKaryotic Orthologous Groups (KOG) method (Figure S2). For GO enrichment analysis, 10,692 ORFs were successfully enriched into BP (9211), CC (9383), and MF (9290) categories (Figure S3).

### 2.5. Identification and Analysis of DEGs

The differentially expressed genes (DEGs) were determined using the DEGseq software, which is based on the read count values of each transcript. 

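Among transcripts whose protein has a name in the annotation at hand, structural cell wall and seed maturation proteins had some of the largest rises. Transporters that take up nitrate had some of the largest falls among them. That annotation covers 998 transcripts, and the others were not ranked. The proline-rich extensin-related protein f9p60_914_11928, a structural protein of the cell wall, had 47.2 ± 2.84 FPKM (SD, n = 3) at 0 h and 1805.7 ± 31.5 FPKM at 6 h, a log2 fold change of 5.23 (standard error 0.09, limma adjusted p = 5.4e-15). The seed maturation protein f9p60_852_12520, a LEA protein that protects drying cells, rose from 0.73 ± 0.415 to 125.2 ± 14.1 FPKM (SD, n = 3) at 12 h, a log2 fold change of 6.21 (standard error 0.20, adjusted p = 2.7e-12). The high-affinity nitrate transporters 2.4 (f2p37_1996_4289) and 2.1 (f2p60_1894_22575) had log2 fold changes of -4.15 (standard error 0.36, adjusted p = 2.3e-07) and -4.12 (standard error 0.35, adjusted p = 2.3e-07) at 12 h. The probable 2-oxoglutarate-dependent dioxygenase f3p60_1294_26869 fell from 478.1 ± 23.1 to 28.5 ± 1.39 FPKM (SD, n = 3) at 6 h, a log2 fold change of -4.02 (standard error 0.38, adjusted p = 4.9e-07). In all, 2230 of the 12080 transcripts tested were DEGs at 1 or more of the 5 treated times. Of these, 1283 were up-regulated and 990 down-regulated at some time, and 43 are in both counts because they rose at 1 time and fell at another. The copy of the paper's DEG table that was read holds 548 transcripts, so sets of genes were not tested for enrichment.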

In total, 2244 DEGs (1328 DEGs were up-regulated and 959 DEGs were down-regulated) were identified under PEG-induced drought stress (Figure 3B, Table S6). Our results demonstrated that 871 (65.59%) and 786 (59.19%) DEGs were up-regulated at 6 or 12 h, respectively, while 679 (70.8%) and 429 (44.73%) DEGs were down-regulated at 6 or 12 h, respectively (Figure 3B). 

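Desiccation-related protein PCC3-06 (f2p60_983_30209) was among the strongest rises of 6 h in the annotated transcripts. It went from 9.55 ± 1.07 to 235.6 ± 4.15 FPKM (SD, n = 3), a log2 fold change of 4.49 (standard error 0.34, limma adjusted p = 4.1e-08). At 120 h its log2 fold change was 2.73 (standard error 0.34, adjusted p = 2.8e-05), and the 6 h value was higher than the 120 h value by 1.77 (standard error 0.34, adjusted p = 4.0e-04). A 1-aminocyclopropane-1-carboxylate oxidase (f5p60_1401_7689), which forms ethylene, was among the strongest rises of 120 h in the annotated transcripts, with a log2 fold change of 2.43 (standard error 0.08, adjusted p = 3.8e-11). Another transcript of this enzyme (f2p53_1118_9998) fell at 48 h with -2.75 (standard error 0.33, adjusted p = 2.0e-05), and extensin-3 (f6p60_1064_29342), a cell wall protein, fell at 120 h with -2.91 (standard error 0.23, adjusted p = 3.5e-07). The DEGs numbered 845 up and 645 down at 6 h, 692 and 434 at 12 h, 535 and 219 at 24 h, 390 and 224 at 48 h, and 313 and 259 at 120 h. Of the transcripts up-regulated at any time, 65.9% were up-regulated at 6 h and 53.9% at 12 h, and of those down-regulated at any time, 65.2% were down-regulated at 6 h and 43.8% at 12 h. The share of DEGs that were up-regulated was 56.7% at 6 h, 71.0% at 24 h and 54.7% at 120 h. Without replicate 1 of 120 h the last was 49.2%, and with no fold minimum the shares were 50.8, 51.9 and 45.7%. Of the 1490 DEGs of 6 h, 741 were DEGs in the same direction at 12 h and 224 at 120 h. The change at 6 h differed from the change at 120 h in 7353 transcripts by limma's test of that difference, without a fold minimum.

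**Figure D1:**
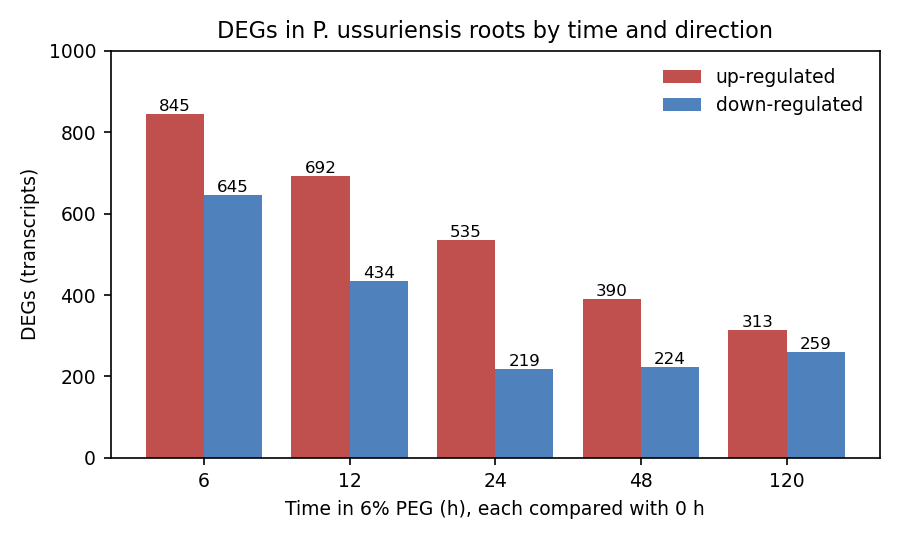
Number of DEGs against 0 h at each treated time (x axis, hours), with up-regulated transcripts and down-regulated transcripts as separate bars from 0. The up-regulated bars go down from 845 at 6 h to 313 at 120 h, and the down-regulated bars go from 645 at 6 h to 219 at 24 h and 259 at 120 h.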

In the down-regulated category, only 29 genes showed decreased expression at all time points, and in the up-regulated category, only 89 genes showed decreased expression at all time points. 

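The transcripts changed at every time included genes of the cell wall, of detoxification and of protection against drying. Repetitive proline-rich cell wall protein 2 (f3p60_1008_29997), a structural wall protein, had 26.9 ± 17.6 FPKM (SD, n = 3) at 0 h and 764.6 ± 92.6 at 24 h, and its log2 fold changes went from 1.97 at 120 h (adjusted p = 0.00222 from limma) to 4.98 at 24 h. The NADPH-dependent alkenal/one oxidoreductase f7p60_1528_6951, which detoxifies products of lipid oxidation, was up-regulated by 3.94 (standard error 0.11, adjusted p = 5.6e-13) at 12 h and still by 2.69 (standard error 0.11, adjusted p = 2.4e-10) at 120 h. A glycine-rich protein (f2p60_619_34924) had log2 fold changes between 2.21 at 6 h and 3.16 at 24 h. Among the falls, Protein SENESCENCE-ASSOCIATED GENE 21 (f2p60_765_32980), a mitochondrial LEA protein, ranged from -2.57 at 12 h to -1.40 at 120 h. In all, 105 transcripts were up-regulated and 43 down-regulated at all 5 times. All 5 comparisons share the same 3 libraries of 0 h, which alone makes their changes correlate. In 20 simulations with this sharing and no true change, 0 transcripts were called at all 5 times, which the thresholds make likely beforehand. The correlation between the changes of 2 times was 0.4995 there, against 0.3287 to 0.7797 observed. These correlations cannot be compared directly, since real changes add spread of their own. The covariance was 0.0365 in the simulations, against 0.1398 to 0.483 observed.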

A heatmap, which can visualize the changing pattern of DEGs under different time points of PEG treatment was constructed based on the read count values (Figure 3A).

In GO enrichment analysis of all DEGs, 1607, 1604, and 1520 DEGs were enriched in the BP, MF, and CC categories, respectively (Figure S4). A total of 662 DEGs were mapped to 134 KEGG pathways, and the metabolic pathways regulated by PEG-induced drought stress were screened out (*p* < 0.05; Figure 4). Our results demonstrated that metabolic pathways related to drought stress were more significantly enriched in the early stages (6, 12, and 24 h) than in the late stages (48 and 120 h). The phenylpropanoid biosynthesis pathway was significantly enriched at all time points, and the MAPK signaling, flavonoid biosynthesis, and amino acid metabolism pathways were significantly enriched at most of the time points.

### 2.6. DEGs Responding to Drought Stress in P. ussuriensis

DEGs associated with the response to drought stress in plants are mainly involved in drought signal transduction and defense system activation. All DEGs responding to drought stress are shown in Tables S7–S11, and some of these are listed in Table 2. The perception and transmission of drought signals by *P. ussuriensis* plays a crucial role in the response to drought stress. In this study, we identified 38 DEGs involved in the transmission of drought signals in *P. ussuriensis* (Table S7). Of these, 14 DEGs, including two 9-*cis*-epoxycarotenoid dioxygenase (NCED) homologous genes, four PYR1-like (PYL) homologous genes, and two protein phosphatase 2C (PP2C) homologous genes, were involved in ABA synthesis and binding. 

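The roots had more transcript of an ABA synthesis enzyme and of a phosphatase of ABA signaling, and less of ABA receptors. NCED3 (f2p21_2499_2742), annotated as NCED1 and encoding the rate-limiting enzyme of ABA synthesis, rose from 0.46 ± 0.0529 to 23.4 ± 0.689 FPKM (SD, n = 3) at 12 h, 50.8 times the 0 h level, with a log2 fold change of 4.06 (standard error 0.16, limma adjusted p = 3.4e-11). Protein phosphatase 2C 3 (f2p60_1754_23479), of a class that represses ABA signaling, rose from 1.53 ± 0.244 to 14.5 ± 1.26 FPKM (SD, n = 3) at 12 h, a log2 fold change of 2.62 (standard error 0.12, adjusted p = 1.4e-10). The ABA receptor PYL4 (f2p60_1246_27481) fell from 244.7 ± 4.02 to 17.6 ± 1.42 FPKM (SD, n = 3) at 120 h, a log2 fold change of -3.72 (standard error 0.23, adjusted p = 2.2e-08). Of the 14 transcripts that the paper lists for ABA, 4 rose and 7 fell at 12 h, and 3 rose and 7 fell at 48 h. The counts were equal when adjusted over the list alone, but the study chose the list on these samples, so they are not independent evidence of direction.

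**Figure D2:**
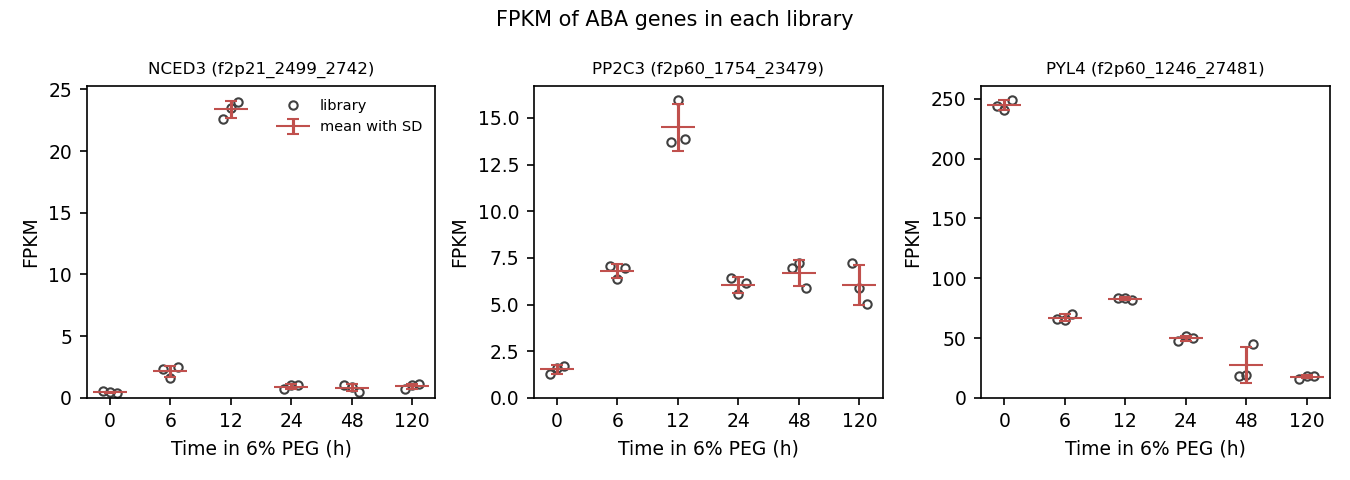
FPKM of NCED3, protein phosphatase 2C 3 and PYL4 in each library (points) at each time (x axis, hours), with the mean of 3 replicates and its SD. NCED3 peaks at 23.4 FPKM at 12 h, and PYL4 goes down from 244.7 at 0 h to 17.6 FPKM at 120 h.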

Of the total 38 DEGs, 20 DEGs, including calmodulin-like (CML), calmodulin-binding protein, and calcium-dependent protein kinase (CPK/CDPK) homologous genes, were significantly differentially expressed under drought stress. In addition, we found that four mitogen-activated protein kinase kinase kinase (MAPKKK) homologous genes were significantly up-regulated under PEG-induced drought stress.

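More of the calcium-signaling transcripts fell than rose at 6 h. Calcium-binding protein PBP1 (f2p60_745_332685), which binds a regulator of auxin transport, fell from 18.2 ± 1.78 to 3.02 ± 1.71 FPKM (SD, n = 3) at 24 h, a log2 fold change of -2.34 (standard error 0.30, limma adjusted p = 2.0e-05). Calcium-binding protein KIC (f2p60_444_16225), which binds a kinesin, fell by 1.95 on the log2 scale at 6 h (standard error 0.17, adjusted p = 1.7e-07), and both were down-regulated at all 5 times. Calmodulin-like protein 5 (f2p60_490_36587), a calcium sensor, rose from 28.3 ± 2.41 to 110.0 ± 2.44 FPKM (SD, n = 3) at 120 h, a log2 fold change of 1.92 (standard error 0.12, adjusted p = 3.0e-08). Phosphoenolpyruvate carboxylase kinase 2 (f2p60_1346_26477), a relative of the calcium-dependent kinases, had -2.05 (standard error 0.15, adjusted p = 2.1e-08) at 12 h. Of the 20 transcripts listed by the paper, 4 rose and 9 fell at 6 h, 5 and 7 at 12 h, and 4 and 3 at 120 h. These counts did not change when adjusted over the list alone. By adjusted p with any fold, the counts were 6 and 10 at 6 h, 8 and 11 at 12 h, and 4 and 11 at 120 h. They come from a list that the study chose on these samples and are not independent evidence of direction.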

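The 4 MAPKKK transcripts, kinases at the head of MAPK cascades, each rose at 1 or more of the times up to 24 h. MAPKKK18 (f5p60_1300_26955) rose from 7.7 ± 0.269 to 20.8 ± 0.79 FPKM (SD, n = 3) at 6 h, a log2 fold change of 1.32 (standard error 0.15, limma adjusted p = 2.4e-06). The MAPKKK transcript f4p60_1325_8326 had its highest level at 24 h, 4.25 ± 0.769 FPKM (SD, n = 3) against 0.407 ± 0.185 at 0 h, a log2 fold change of 1.90 (standard error 0.33, adjusted p = 3.0e-04). At the same time f3p60_1424_25791 had 1.26 (standard error 0.24, adjusted p = 7.8e-04) and f2p60_1454_7358 had 1.18 (standard error 0.22, adjusted p = 6.3e-04). At 24 h 3 of the 4 were up-regulated, and at 120 h 0 were by limma, nor at an unadjusted p under 0.05 with the same fold minimum, where their log2 fold changes lay between -0.62 and 0.05. Early changes (mean of 6, 12 and 24 h) exceeded late ones (mean of 48 and 120 h) in 3 of the 4 by limma's test of the difference. The counts were the same adjusted over the list alone, and the list was chosen on these samples, so it is not independent evidence of direction.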

Furthermore, 56 DEGs related to reactive oxygen species (ROS) scavenging were identified under PEG-induced drought stress, including those encoding catalase (CAT), glutathione S-transferase (GST), peroxidase (POD) and superoxide dismutase (SOD) (Table S8). Of these, most of the GST homologous genes were significantly up-regulated after 6, 12, and 24 h of PEG-induced drought stress. 

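Catalases, an ascorbate peroxidase and a superoxide dismutase, which remove hydrogen peroxide or superoxide, were lower at 6 h. Catalase-2 (f2p60_1814_23063) fell from 91.3 ± 2.34 to 30.4 ± 1.55 FPKM (SD, n = 3) at 6 h, a log2 fold change of -1.55 (standard error 0.08, limma adjusted p = 5.9e-10). Cytosolic L-ascorbate peroxidase 2 (f2p60_1251_9106) had -1.11 (standard error 0.06, adjusted p = 3.0e-10) and the mitochondrial Mn superoxide dismutase (f2p60_1016_29886) had -1.04 (standard error 0.05, adjusted p = 6.1e-11) at the same time. Peroxiredoxin Q (f2p60_993_30125), a chloroplast peroxidase, rose from 36 ± 1.63 to 119.3 ± 43.7 FPKM (SD, n = 3) at 120 h, a log2 fold change of 1.65 (standard error 0.16, adjusted p = 2.3e-06). Of the 9 scavenging transcripts in the paper's list that are neither GST nor POD, 6 fell at 6 h and 3 rose at 120 h, and 8 were lower early (6, 12 and 24 h) than late (48 and 120 h). The counts were equal when adjusted over the list alone and, from a list the study chose on these samples, are not independent evidence of direction. Transcripts of photosystems and chlorophyll-binding proteins, markers of green tissue, moved the same way: 9 of 19 fell at 6 h, and 18 were lower early than late. A shared cause was not tested, and a smaller share of green tissue cannot be told apart here from other effects of time.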

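GST transcripts of the tau and lambda classes, which conjugate or reduce toxic compounds with glutathione, rose most at 6 h. GST parC (f2p60_894_312621) rose from 13.5 ± 1.45 to 123.2 ± 7.35 FPKM (SD, n = 3) at 6 h, 9.11 times the 0 h level, with a log2 fold change of 3.10 (standard error 0.29, limma adjusted p = 3.2e-07). GST L3 (f3p60_1525_6924) rose by 2.52 (standard error 0.05, adjusted p = 2.8e-14) at 6 h, and 1.23 at 24 h. The GST transcript f11p60_1009_30005 rose later, from 250.5 ± 5.64 to 758.2 ± 21.8 FPKM (SD, n = 3) at 12 h, a log2 fold change of 1.59 (standard error 0.08, adjusted p = 3.6e-10). A second parC transcript, f9p60_892_31310, rose at 6 h by 2.00 (standard error 0.28, adjusted p = 2.1e-05) and fell at 120 h with -1.41 (standard error 0.28, adjusted p = 0.00122). Of the 20 GST transcripts in the paper's list, 13 rose and 2 fell at 6 h, 9 rose at 12 h and 6 rose at 24 h, while 5 fell at 120 h. When adjusted over the list alone, these counts were the same. The study chose the list on these samples, so they are not independent evidence of direction. The change was higher early (6, 12 and 24 h) than late (48 and 120 h) in 16 of the 20. The count of falls at 120 h was 3 without any 1 of the 0 h libraries (replicate 1, 2 or 3) and 2 without replicate 2 or 3 of 120 h.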

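POD transcripts, of class III peroxidases that act in the cell wall, fell more often than they rose in the roots, with peroxidase 4 as the strongest exception. Peroxidase 4 (f2p59_1311_26810) rose from 8.24 ± 1.61 to 180.1 ± 4.43 FPKM (SD, n = 3) at 12 h, 21.9 times the 0 h level, with a log2 fold change of 4.31 (standard error 0.17, limma adjusted p = 4.7e-11). Peroxidase 5 (f4p60_1269_8729) fell from 70.4 ± 2.47 to 1.32 ± 0.421 FPKM (SD, n = 3) at 120 h, a log2 fold change of -4.96 (standard error 0.26, adjusted p = 5.7e-09). Peroxidase 64 (f2p60_1352_8044) had -2.03 (standard error 0.40, adjusted p = 0.00125) at 120 h and peroxidase 9 (f2p60_1251_9156) had -2.01 (standard error 0.36, adjusted p = 2.5e-04) at 6 h. Besides peroxidase 4, peroxidase 15 (f2p60_1233_9008) rose by 1.48 (standard error 0.15, adjusted p = 7.3e-07) at 12 h and peroxidase 21 (f21p60_1261_27184) by 1.81 (standard error 0.04, adjusted p = 1.0e-13) at 24 h. Of the 27 POD transcripts read from the paper's table, 3 rose and 22 fell at 1 or more times. At 6 h 9 fell, at 24 h 5, and at 120 h 15. Adjusted over the list alone, the counts were the same, and they are not independent evidence of direction because the study chose the list on these samples.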

In *P. ussuriensis*, a total of 28 POD homologous genes were also found to be significantly differentially expressed under PEG-induced drought stress.

After PEG treatment, 13 DEGs related to ion transport were found in the roots of *P. ussuriensis*. 

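Ion transport transcripts moved in both directions. The sodium/calcium exchanger NCL (f2p60_2293_3245), which moves calcium across membranes, rose from 114.0 ± 4.69 to 334.9 ± 6.18 FPKM (SD, n = 3) at 6 h, a log2 fold change of 1.55 (standard error 0.04, limma adjusted p = 2.2e-13). The plasma membrane proton pump ATPase 11 (f2p9_3608_18466), which energizes uptake of ions, had -1.54 (standard error 0.09, adjusted p = 1.5e-09) at 12 h, and plasma membrane ATPase 4 (f2p9_3515_18575) had -1.09 (standard error 0.06, adjusted p = 2.9e-09) at 24 h. Of the 13 transcripts in the paper's list, 4 rose and 3 fell at 6 h, and 12 were DEGs at 1 or more times. The change was higher early (6, 12 and 24 h) than late (48 and 120 h) in 5 and lower in 7. These counts, unchanged when adjusted over the list alone, are not independent evidence of direction, since the study chose the list on these samples.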

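Both potassium transporters, which carry potassium into cells, changed at 6 h, in opposite directions. Potassium transporter 2 (f7p60_2856_19557) rose from 23.4 ± 1.13 to 67.7 ± 4.34 FPKM (SD, n = 3), a log2 fold change of 1.49 (standard error 0.06, limma adjusted p = 6.1e-11), and potassium transporter 5 (f2p60_2781_19668) fell to -2.44 (standard error 0.11, adjusted p = 1.6e-10) at 12 h. The calcium pump ACA10 (f2p57_4009_433), which exports calcium from the cytosol, rose by 2.15 (standard error 0.08, adjusted p = 1.7e-11) at 6 h, and ACA13 (f2p20_3494_18605) had -1.18 (standard error 0.19, adjusted p = 2.4e-04) at 120 h. Of the cation exchangers, f3p60_1980_22126 (cation/calcium exchanger 1) rose from 0.977 ± 0.342 to 5.21 ± 0.381 FPKM (SD, n = 3) at 12 h, a log2 fold change of 1.66 (standard error 0.21, adjusted p = 8.4e-06), and CAX3 (f4p60_1851_22830) had -2.41 (standard error 0.26, adjusted p = 1.6e-06) at 6 h. Glutamate receptor 2.7 (f2p55_3201_1361), a cation channel, was down-regulated at 4 times, by -1.97 (standard error 0.24, adjusted p = 3.8e-06) at 6 h. Glutamate receptor 3.6 (f2p60_3228_18926) did not pass the fold minimum at any time, and its highest value was 0.98 at 120 h (standard error 0.17, adjusted p = 4.1e-04). With the pseudocount of 0.1, this transcript f2p60_3228_18926 passed it at 48 h (1.31) and 120 h (1.52). Changes of potassium transporter 5 were lower early (6, 12 and 24 h) than late (48 and 120 h) by -1.53 (standard error 0.07, adjusted p = 1.6e-10), and those of ACA13 were higher by 1.22 (standard error 0.12, adjusted p = 7.1e-07).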

The expression levels of two genes (*f7p60_2856_19557* and *f2p60_2781_19668*) encoding potassium transporter (KT) homologous genes, one gene (*f2p37_2396_20662*) encoding cyclic nucleotide-gated ion channel (CNGC) homologous gene, two genes (*f2p55_3201_1361* and *f2p60_3228_18926*) encoding glutamate receptor (GLR) homologous genes, two genes (*f3p60_1980_22126* and *f4p60_1851_22830*) encoding cation exchanger (CAX) homologous genes, and two genes (*f2p57_4009_433* and *f2p20_3494_18605*) encoding calcium-transporting ATPase (ACA) homologous genes were significantly different.

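Small heat shock proteins, chaperones that keep damaged proteins from clumping, and LEA proteins, which protect drying cells, rose in the roots, while Lea5 transcripts fell. The class I heat shock protein f3p60_839_12609 rose from 5.97 ± 0.599 to 58.4 ± 3.77 FPKM (SD, n = 3) at 12 h, a log2 fold change of 3.09 (standard error 0.28, limma adjusted p = 3.8e-07). The class IV protein f3p60_885_12148 had 2.71 (standard error 0.46, adjusted p = 1.6e-04) and the class II protein f4p60_842_31916 had 2.39 (standard error 0.25, adjusted p = 1.5e-06) at the same time. Among LEA transcripts, the ABA-inducible protein f13p60_601_14927 rose from 331.3 ± 12.5 to 2735.7 ± 199.5 FPKM (SD, n = 3) at 6 h, a log2 fold change of 3.04 (standard error 0.15, adjusted p = 2.2e-10). LEA protein D-29 (f2p45_1593_6461) rose by 3.42 (standard error 0.17, adjusted p = 2.7e-10) at 12 h. Lea5 (f3p60_781_32678), a LEA protein of another group, fell from 2882.9 ± 224.2 to 633.0 ± 46.3 FPKM (SD, n = 3) at 6 h, a log2 fold change of -2.19 (standard error 0.14, adjusted p = 5.5e-09). Of the 38 HSP and chaperone transcripts in the paper's list, 33 rose and 5 fell at 1 or more times, and of the 19 LEA transcripts, 12 rose and 6 fell. The counts stayed equal when adjusted over the list alone. Both lists were chosen by the study on these samples and are not independent evidence of direction.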

In this study, 38 DEGs encoding HSP homologous genes and 19 DEGs encoding LEA homologous genes were identified under PEG-induced drought stress (Table S10). Of these, most of the DEGs were significantly up-regulated at 6, 12, and 24 h of PEG-induced drought stress. Moreover, five DEGs encoding dehydrin family proteins were up-regulated at all time points. 

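At 6 h 31 of the 38 HSP and chaperone transcripts rose and 3 fell, at 12 h 17 and 2, and at 24 h 6 and 1. Of the 19 LEA transcripts, 11 rose and 5 fell at 6 h, 9 and 4 at 12 h, and 7 and 3 at 24 h. The median log2 fold change of the HSP and chaperone list was 1.42 at 6 h, 0.45 at 24 h, 0.08 at 48 h and -0.11 at 120 h, and that of the LEA list 1.16, 0.24, 0.69 and 0.20. The class I heat shock protein f3p60_787_32671 rose from 6.02 ± 0.682 to 58.4 ± 1.91 FPKM (SD, n = 3) at 12 h, and its change was higher early (6, 12 and 24 h) than late (48 and 120 h) by 1.65 (standard error 0.24, adjusted p = 3.9e-05) in limma. Chaperone protein dnaJ 11 (f3p60_810_32354), a helper of heat shock proteins in plastids, instead still had 1.88 (standard error 0.11, adjusted p = 1.4e-08) at 120 h, and its early and late changes differed by -0.05 (standard error 0.07, adjusted p = 0.565). Early changes exceeded late ones in 31 of the 38 transcripts and in 13 of the 19. These counts over lists chosen on these samples are not independent evidence of direction, and they were equal when adjusted over the list alone. The 7 rises among HSP and chaperone transcripts at 48 h became 3 without replicate 3 of 48 h, the library least like the others of its time.

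**Figure D3:**
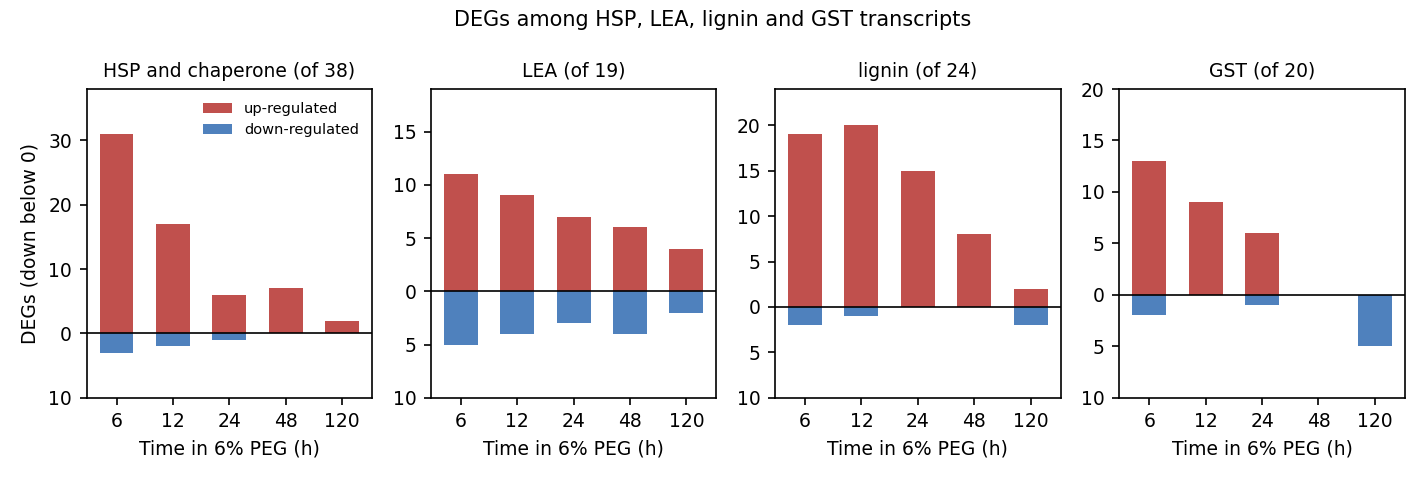
Number of DEGs among the 38 HSP and chaperone, 19 LEA, 24 lignin and 20 GST transcripts of the paper's lists at each treated time (x axis, hours), with up-regulated transcripts above 0 and down-regulated ones below 0. The HSP and chaperone bars go from 31 up-regulated transcripts at 6 h to 2 at 120 h.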

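Dehydrins, LEA proteins that bind water and membranes, had their largest rises at 6 h. RAB18 (f2p60_1369_7946), annotated as Protein SRC1, rose from 3.86 ± 0.541 to 46.2 ± 1.41 FPKM (SD, n = 3) at 6 h, 12 times the 0 h level, with a log2 fold change of 3.28 (standard error 0.33, limma adjusted p = 8.5e-07). Its lowest value was 1.12 (standard error 0.33, adjusted p = 0.015) at 24 h. Another SRC1 transcript, f8p60_825_32305, had 2.15 (standard error 0.11, adjusted p = 4.2e-10) at 6 h and 1.32 (standard error 0.11, adjusted p = 5.0e-07) at 120 h, and f3p60_541_15665, which has no annotated name here, had 2.12 (standard error 0.24, adjusted p = 1.9e-06) and 1.38 (standard error 0.24, adjusted p = 3.9e-04). These 3 transcripts were up-regulated at all 5 times. Of the 5 dehydrins, 5 rose at 6 h, 4 at 12 h, 4 at 24 h, 3 at 48 h and 3 at 120 h, with the same counts when adjusted over the list alone. The SRC1 transcript f2p60_651_345120 had 0.91 at 48 h (adjusted p = 1.1e-05) and 0.91 at 120 h (adjusted p = 1.1e-05), below the fold minimum. Dehydrin ERD14 (f3p60_1235_27073) had 1.16 at 6 h (standard error 0.06, adjusted p = 5.3e-10), then -0.20 at 12 h (adjusted p = 0.0149), 0.12 at 24 h, 0.03 at 48 h and 0.02 at 120 h. The change was higher early (6, 12 and 24 h) than late (48 and 120 h) in 5 of the 5, which the study chose on these samples and which are not independent evidence of direction.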

Our results identified 24 DEGs related to the lignin biosynthetic process in *P. ussuriensis*, including 4-coumarate-CoA ligase (4CL), *trans*-cinnamate 4-monooxygenase (C4H), cinnamyl alcohol dehydrogenase (CAD), cinnamoyl CoA reductase (CCR), caffeic acid 3-O-methyltransferase (COMT), and phenylalanine ammonia lyase (PAL) (Table S11). In addition, more DEGs were identified at 6, 12, and 24 h of PEG-induced drought stress.

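Transcripts for the enzymes from phenylalanine to lignin monomers rose together in the first day of PEG treatment. PAL (f3p60_2656_2364), the entry enzyme of the phenylpropanoid pathway, rose from 84.8 ± 4.5 to 370.2 ± 4.11 FPKM (SD, n = 3) at 6 h, a log2 fold change of 2.11 (standard error 0.06, limma adjusted p = 9.4e-13). C4H (f2p60_1840_22893), the enzyme after it, had 2.16 (standard error 0.06, adjusted p = 2.2e-13) and 4CL (f2p60_2079_21713), which activates the acids formed, had 2.78 (standard error 0.06, adjusted p = 1.8e-14) at the same time. The cytochrome P450 98A2 transcript f2p60_653_34474, of the step that adds a ring hydroxyl group, had 2.51 (standard error 0.39, adjusted p = 6.3e-05) at 12 h. CCR (f2p60_1466_7341) and CAD (f2p60_1499_25217), which reduce the activated acids to monolignols, had 1.73 (standard error 0.06, adjusted p = 2.3e-12) and 2.08 (standard error 0.21, adjusted p = 1.1e-06) at 12 h. Of the 24 transcripts listed by the paper, 20 rose and 5 fell at 1 or more times, and peroxidase 72 (f2p39_1327_8327), which couples monolignols, was among the falls with -1.23 (standard error 0.29, adjusted p = 0.00396) at 120 h. The counts were the same when adjusted over the list alone, but as the study chose the list on these samples, they are not independent evidence of direction.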

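Of the 24 lignin transcripts, 19 rose and 2 fell at 6 h, 20 and 1 at 12 h, 15 and 0 at 24 h, and 2 and 2 at 120 h. Their median log2 fold change was 1.44 at 6 h, 1.56 at 12 h, 1.11 at 24 h, 0.80 at 48 h and 0.35 at 120 h. CYP73A100 (f2p60_956_11446), a C4H homologue, rose from 51.6 ± 2.4 to 273.5 ± 9.34 FPKM (SD, n = 3) at 6 h and fell to 14.3 ± 2.55 FPKM at 120 h, with log2 fold changes of 2.38 (standard error 0.20, limma adjusted p = 1.2e-07) and -1.79 (standard error 0.20, adjusted p = 9.5e-06). CAD9 (f6p60_1412_25819) was the slowest of the named rises, with 1.76 (standard error 0.11, adjusted p = 8.0e-09) at 24 h and 1.32 (standard error 0.11, adjusted p = 3.6e-07) at 120 h. Early changes (6, 12 and 24 h) were higher than late ones (48 and 120 h) in 20 of the 24 and lower in 4 by limma's test of the difference. At 48 h 8 rose, and 5 without replicate 1 of 48 h. The counts were equal when adjusted over the list alone and, for a list chosen on these samples, are not independent evidence of direction.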

### 2.7. Transcription Factors Responding to Drought Stress in P. ussuriensis

According to reports, many TFs are affected by drought conditions. During PEG-induced drought stress, 122 TFs were differentially expressed, which belonged to 18 different families (Table S12). Of these, 10 TF families accounted for 86% of stress response, including AP2/ERF, C2H2, MYB, NAC, C2C2, WRKY, HB, bHLH, AUX/IAA, and C3H (Figure 5A). 

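Among the transcripts listed as TFs, about as many rose as fell. The transcript f3p60_734_33370, listed in the YABB family and annotated as dirigent protein 23, a class that guides coupling of phenolic monomers, rose from 4.36 ± 0.79 to 86.6 ± 14.9 FPKM (SD, n = 3) at 24 h, a log2 fold change of 4.03 (standard error 0.19, limma adjusted p = 5.8e-10). LOB domain-containing protein 41 (f5p60_1318_8262), a gene known from plants short of oxygen, fell from 192.7 ± 6.97 to 26.4 ± 14.2 FPKM (SD, n = 3) at 48 h, a log2 fold change of -2.93 (standard error 0.27, adjusted p = 1.3e-06). The homeodomain protein SBH1 (f2p60_1398_7750), of a family that maintains meristems, rose by 1.51 (standard error 0.19, adjusted p = 2.6e-05) at 48 h. The 3 transcripts of MADS-box transcription factor 18 all fell at 6 and 12 h, with f2p60_940_30685 at -1.44 (standard error 0.11, adjusted p = 3.1e-08) at 6 h. Of the 122 listed TFs, 121 were tested, and 113 were DEGs at 1 or more times, 58 of them up-regulated and 56 down-regulated at some time. Adjusted over the list alone, 58 were up-regulated and 57 down-regulated. The list was chosen by the study on these samples, so the directions are not independent evidence. Some listed transcripts, such as f3p60_734_33370, are annotated as other proteins.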

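AP2/ERF transcripts, many of which act in ethylene and drought responses, rose in 3 of the 18 tested at 6 h, 2 at 12 h, 11 at 24 h, 4 at 48 h and 1 at 120 h. In the same order 1, 4, 2, 4 and 5 fell, so falls outnumbered rises at 12 and 120 h. By adjusted p with any fold 8, 9, 12, 8 and 2 rose and 5, 5, 5, 5 and 6 fell. The 4 rises at 48 h became 1 without replicate 1 or 2 of 48 h and 7 without replicate 3 of 48 h. Ethylene-responsive transcription factor 1A (f13p60_1166_28203), however, rose already at 6 h, with 1.70 (standard error 0.34, limma adjusted p = 6.3e-04). C2H2 zinc fingers, which include repressors of stress genes such as ZAT10, rose at 6 h in 7 of 12 transcripts, with ZAT10 (f2p17_1128_9942) at 1.13 (standard error 0.20, adjusted p = 2.4e-04) at 12 h. AUX/IAA proteins, repressors of auxin responses, fell at 12 h in 6 of 7 transcripts, with IAA14 (f2p60_1260_27281) at -1.72 (standard error 0.16, adjusted p = 5.0e-07). C3H transcripts fell at 6 h in 5 of 7, and the one named RING1 (f3p60_1782_23294), an E3 ubiquitin ligase, had -1.49 (standard error 0.07, adjusted p = 1.7e-10). HB transcripts rose at 6 h in 5 of 9 (8 with the pseudocount of 0.1), and 8 of the 9 rose at 1 or more times. Of the 10 C2C2 transcripts, 5 fell at 6 h and 3 rose at 120 h, with CONSTANS-LIKE 2 (f2p60_1469_7402), of a family tied to day length, at -1.65 (standard error 0.07, adjusted p = 2.9e-11) at 6 h. Green-tissue transcripts of photosystems and chlorophyll-binding proteins moved alike, with a median log2 fold change over 19 transcripts of -0.96 at 6 h and 0.70 at 120 h. A shared cause was not tested. The 10 largest families held 86.1% of the 122 listed TFs. The family counts with the fold minimum given in this paragraph were the same when adjusted over the list alone. They are not independent evidence of direction, since the study chose the TFs on these samples.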

A heatmap was constructed for visualizing the change of TFs at all time points of the PEG-induced drought stress treatment (Figure 5B). The number of TFs was greater at 6 and 12 h than that at 48 and 120 h, probably because many TFs were activated in the early stages of drought stress. 

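Transcripts of Protein LHY, a core component of the circadian clock, were among the strongest falls of the listed TFs at 6 and 12 h. The LHY transcript f2p60_925_30878 fell from 50.1 ± 4.07 to 7.1 ± 0.156 FPKM (SD, n = 3) at 6 h, a log2 fold change of -2.65 (standard error 0.14, limma adjusted p = 3.5e-10). A second one, f4p60_3026_19232, had -2.15 (standard error 0.14, adjusted p = 6.7e-09), and at 24 h these transcripts had 0.49 and 0.64, below the fold minimum. WRKY40 (f2p60_1831_5110), a repressor in ABA and defense signaling, rose at 6 h by 1.85 (standard error 0.12, adjusted p = 7.1e-09) and its change exceeded that at 120 h by 2.74 (standard error 0.12, adjusted p = 9.8e-11). B-box domain protein 30 (f3p60_1089_29115) rose at 120 h, by 1.83 (standard error 0.12, adjusted p = 4.6e-08), and its 6 h change differed from this by -1.60 (standard error 0.12, adjusted p = 2.8e-08). Of the 121 TFs tested, 31 rose and 34 fell at 6 h, 21 and 34 at 12 h, 29 and 13 at 24 h, and 13 and 16 at 120 h. At 48 h 17 rose and 19 fell (20 when adjusted over the list alone, which left the other counts as they were), and the rises were 9 without replicate 1, 11 without replicate 2 and 26 without replicate 3 of 48 h. By adjusted p with any fold, 48 rose and 51 fell at 6 h, 45 and 55 at 12 h, and 48 and 47 at 24 h. By the same rule 39 rose and 44 fell at 48 h, and 29 and 44 at 120 h. Early changes (6, 12 and 24 h) were higher than late ones (48 and 120 h) in 54 TFs and lower in 44 (54 and 45 when adjusted over the list alone). A lower early change can be a deeper early fall, so these counts do not show when the response was larger. The study chose these TFs on these samples, so they are not independent evidence of direction. From the decline in the number of changed TFs after 6 h, the paper concludes in its discussion that most TFs play a role in the early stages of drought stress.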

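A transcript annotated as ERF017 had the largest rise among those matched to the homologues measured by qRT-PCR, and NAC35 fell. The paper gives no transcript IDs for these homologues. ERF017, ZAT11, ATHB-7 and NAC35 each match several transcripts, and that with the largest change is described first. The other ERF017 transcripts reached 3.23 (f13p60_1056_30338), 2.83 (f5p60_1049_10884) and 1.71 (f2p12_1146_9968) at 24 h. The ZAT11 transcript f2p60_839_31992 reached 1.04 at 12 h. The ERF017 transcript f8p60_1108_28852 rose from 0.223 ± 0.139 to 26.6 ± 1.59 FPKM (SD, n = 3) at 24 h, 119.2 times the 0 h level, with a log2 fold change of 4.50 (standard error 0.49, limma adjusted p = 4.6e-06). The zinc finger ZAT11 (f2p24_969_11433) rose from 7.45 ± 0.0666 to 37.5 ± 1.32 FPKM (SD, n = 3) at 6 h, a log2 fold change of 2.19 (standard error 0.16, adjusted p = 1.5e-08). HB7, listed as ATHB-7 (f2p60_1403_7712) and known as a gene induced by ABA and drought, rose by 2.23 (standard error 0.17, adjusted p = 3.5e-08) at 12 h. MYB58 (f3p60_1224_9210), an activator of lignin genes, rose from 2.14 ± 0.234 to 43.5 ± 4.03 FPKM (SD, n = 3) at 6 h, a log2 fold change of 3.82 (standard error 0.12, adjusted p = 2.2e-12). NAC35 (f2p60_1228_9087) had -1.78 (standard error 0.23, adjusted p = 9.4e-06) at 6 h. WRKY75 (f2p37_1325_26690), which acts in the response to low phosphate, rose by 2.53 (standard error 0.42, adjusted p = 9.8e-05) at the same time. With 3 libraries against 3, an exact permutation test cannot go below p = 0.1, which each of these changes had.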

As shown in Figure 5C, we selected several TFs (e.g., TFs encoding ERF017, ZAT11, HB7, MYB58, NAC35, and WRKY75 homologous genes) to conduct quantitative reverse transcription-polymerase chain reaction (qRT-PCR) analysis.

### 2.8. Validation of Gene Expression Levels

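Each of the 12 genes chosen for qRT-PCR changed in the sequenced libraries at 1 or more times, mostly upwards and mostly early. DNJ11 (f2p60_820_32228), a DnaJ co-chaperone, rose from 8.12 ± 1.64 to 65.1 ± 4.87 FPKM (SD, n = 3) at 12 h, a log2 fold change of 2.87 (standard error 0.12, limma adjusted p = 5.7e-11). At 120 h DNJ11 still had 2.25 (standard error 0.12, adjusted p = 4.6e-09). LEA29 (f2p37_1282_27056), a late embryogenesis abundant protein, rose from 17 ± 0.573 to 72.3 ± 1.47 FPKM (SD, n = 3) at 12 h, a log2 fold change of 2.03 (standard error 0.16, adjusted p = 7.0e-08). SODC (f2p28_837_12827), a superoxide dismutase, rose by 1.09 (standard error 0.20, adjusted p = 7.5e-04) at 120 h, and GSTXC (f2p60_894_312621), a glutathione S-transferase, was down-regulated at 120 h, at 0.463 times its 0 h level (adjusted p = 0.0148). The highest fold of mean FPKM came at 6 h in 5 genes (MAPKKK18, KT2, NCL, RAB18 and GSTXC), at 12 h in 6 (CML38, NCED3, CAX7, LEA29, DNJ11 and PER4) and at 120 h in 1 (SODC). Over the 60 pairs of gene and time, 37 were called up and 1 down. Since the study selected the genes as DEGs of these samples, these counts are not independent evidence. The call of GSTXC at 120 h was lost without replicate 2 of 0 h (-0.93), without replicate 1 or 3 of 120 h (-0.96 each) and under median-ratio scaling (-0.97). That of SODC was lost without replicate 2 of 0 h (0.98) and without replicate 3 of 120 h (1.00, with an unrounded value under the minimum). The qRT-PCR values themselves were not used here.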

The results of qRT-PCR analysis of 12 genes were consistent with that of Illumina RNA-seq data (Figure 6), indicating the reliability of the Illumina RNA-seq data.

### 2.9. Changes in Physiological Indexes in Response to Drought Stress

We measured the H_2_O_2_ content and the activities of GST, SOD, and POD for evaluating the drought-induced phenotypes. After PEG-induced drought stress, from 6 to 48 h, the H_2_O_2_ content levels in *P. ussuriensis* were significantly increased; however, the levels dropped significantly at 120 h (Figure 7A). POD, SOD, CAT, and GST activities showed a similar trend after PEG-induced drought stress by significantly increasing at 6, 12, 24, 48, and 120 h and reaching the highest at 24 h (Figure 7B–E).

After PEG-induced drought stress, the proline content levels in *P. ussuriensis* significantly increased at 24, 48, and 120 h (Figure 7F). The total soluble sugar content exhibited a significant increase during PEG-induced drought stress treatment and was maintained at a high level at 12, 24, and 48 h (Figure 7G). The malondialdehyde (MDA) content in *P. ussuriensis* gradually increased from 0 to 120 h and peaked at 120 h (Figure 7H).

### 2.10. Measurements of Minerals Content

In this study, we found that some genes related to ion transport were significantly different in expression after PEG treatment. Therefore, the mineral content (Ca, K, and Na) in the roots of *P. ussuriensis* was measured. The potassium (K), sodium (Na), and calcium (Ca) contents in the roots of *P. ussuriensis* were measured using inductively coupled plasma optical emission spectrometry (ICP-OES). The K and Ca contents in the roots of *P. ussuriensis* were significantly increased after PEG-induced drought stress and maintained at a high level at 120 h (Figure 8A,C). However, during PEG-induced drought stress, the Na content in the roots of *P. ussuriensis* did not significantly increase at 6, 12, and 24 h and sharply increased at 120 h (Figure 8B). In addition, the K and Ca levels in the roots of *P. ussuriensis* were much higher than Na levels.

Confocal images of Fluo-4 AM (Biyuntian Biotechnology Co., Ltd., Shanghai, China) fluorescence showed an increase in the fluorescence intensity of meristematic cells in roots after PEG treatment, which suggested a higher free Ca^2+^ accumulation in PEG treatment groups (Figure 9A–F). In the control group, the Ca^2+^ accumulation in the root tip cells was mainly distributed on the cell wall and nucleus (Figure 9A). With the increase in time for PEG-induced drought stress treatment, the Ca^2+^ accumulation in the root tip cells gradually and evenly filled the cytoplasm.

## 3. Discussion

### 3.1. Characteristics of PacBio SMRT-seq and Analysis of lncRNAs and AS Events

The PacBio SMRT-seq can generate long-read or full-length transcripts without splicing fragments. The full-length transcripts obtained from the PacBio SMRT-seq can be used for the identification and analysis of AS events and lncRNAs. The lncRNAs refer to RNA molecules whose transcripts are longer than 200 nt and do not encode proteins. The lncRNAs could function as competing endogenous RNAs (ceRNAs) to participate in response to drought stress in plants, and represent a new gene regulation layer [17,18]. In this study, we identified lncRNAs in *P. ussuriensis* under PEG-induced drought stress. However, their functions need to be further studied. Some mRNA precursors of eukaryotic genes produce different mRNA splicing isoforms through different splicing methods, which produce proteome and genetic diversity in eukaryotes [19,20]. There have been reports that AS mediates drought response, for example, maize plants overexpressing three different *ZmCCA1* isoforms distinguished by AS events showed different tolerance to drought stress [21], and *BrSR45a* regulates drought stress response by influencing AS of target genes [22]. Although many AS events have been identified in this study, different functions of these AS events on drought stress need to be further investigated. Therefore, in the future, research on the functions of these lncRNAs and AS events will help to better understand the response of *P. ussuriensis* to drought stress at the molecular level.

### 3.2. Sensing and Transmission of Drought Signals in P. ussuriensis

The drought stress perception and signal transduction in plants is a complex process. Plant cells sense drought stress signals through changes in the cell surface or cell membrane. After sensing the stress signal, plant cells stimulate and induce changes in the concentration of Ca^2+^, and then use calcium effector protein to transmit the signals [9,23]. In this study, the Ca^2+^ content in the roots of *P. ussuriensis* significantly increased after PEG-induced drought stress (Figure 8C and Figure 9). At the gene expression level, the genes encoding Ca^2+^ transporters (e.g., *ACA*, *CAX*, and *CNGC2* homologous genes) were up-regulated after drought stress. The results were consistent with that of the previous study that reported the contribution of *AtCNGC2* to Ca^2+^ uptake in *A. thaliana* [24]. Furthermore, we found that the genes encoding CML, calmodulin-binding protein, and CPK/CDPK homologous genes in the roots of *P. ussuriensis* were differentially expressed after PEG-induced drought stress. 

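Rises among calcium-signaling transcripts lasted beyond 12 h in several calmodulin-like genes, which encode calcium sensors. CML38 (f2p30_1011_11035) rose from 8 ± 0.0656 to 24.4 ± 2.65 FPKM (SD, n = 3) at 12 h, a log2 fold change of 1.49 (standard error 0.27, limma adjusted p = 3.0e-04). Its early change (6, 12 and 24 h) exceeded the late one (48 and 120 h) by 0.60 (standard error 0.17, adjusted p = 0.00828). CML10 (f3p60_616_35021) had 1.25 (standard error 0.09, adjusted p = 4.1e-08) at 12 h and 1.38 (standard error 0.09, adjusted p = 5.4e-08) at 120 h. The transcript f2p60_482_36687, given as calcium-dependent protein kinase 1 in the paper's Table 2 and as a hypothetical protein in the annotation used here, rose from 2.65 ± 0.827 to 18.9 ± 1.9 FPKM (SD, n = 3) at 12 h and was at 16.2 ± 3.13 FPKM at 48 h. Its early change was lower than the late one by -0.64 (standard error 0.19, adjusted p = 0.0081). Another PBP1 transcript (f2p60_721_33528) was near its 0 h level at 12 h and fell at 120 h with -1.75 (standard error 0.31, adjusted p = 5.8e-04). Of the 20 listed calcium transcripts, 7 rose at 6, 12 or 24 h and 5 at 48 or 120 h. Changes were higher early than late in 5 and lower in 13, with the same counts when adjusted over the list alone, although the list was chosen on these samples and is not independent evidence of direction. A lower early change can be a deeper early fall, and falls numbered 9, 7, 3, 2 and 3 in time order. These counts therefore do not show whether the response was larger early or late.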

Notably, as calcium effector protein, most of these genes were only significantly up-regulated at 6 h and 12 h of PEG-induced drought stress. These results indicated that the transmission of Ca^2+^ signal mainly occurs in the early stages of drought stress.

Previous studies reported that ABA signaling plays an important role in plant acclimation to drought stress [9]. Zeaxanthin epoxidase (ZEP) is an important enzyme for the zeaxanthin epoxidation reaction in the ABA biosynthesis pathway, and overexpression of *AtZEP* enhanced the plant’s tolerance to drought stress [25]. NCED is the rate-limiting enzyme of the ABA biosynthesis pathway, and the *AtNCED3* gene is highly induced under drought stress [26]. In the roots of *P. ussuriensis*, one ZEP homologous gene and one *NCED3* homologous gene were up-regulated under PEG-induced drought stress, and their expression levels reached the highest value at 12 h of PEG-induced drought stress. This result was consistent with results in *Gossypium* spp. and *Vitis riparia* that NCED homologous genes were up-regulated under drought stress, suggesting that ABA signaling plays a role in plant responses to drought stress [9,27]. 

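ZEP (f7p60_892_12070), which makes a precursor of ABA, was up-regulated at 12, 48 and 120 h, whereas the rise of NCED3 was larger early than late. ZEP went from 5.62 ± 1.78 FPKM (SD, n = 3) at 0 h to 14.3 ± 0.95 at 12 h and 16.4 ± 6.67 at 120 h. The log2 fold changes of ZEP were 1.24 (standard error 0.22, limma adjusted p = 2.2e-04) at 12 h, 1.36 (standard error 0.22, adjusted p = 2.2e-04) at 48 h and 1.37 (standard error 0.22, adjusted p = 2.1e-04) at 120 h. At 6 h ZEP had 0.23 (standard error 0.22, adjusted p = 0.378) and at 24 h 0.88 (standard error 0.22, adjusted p = 0.00459), both below the fold minimum. Its early change (6, 12 and 24 h) was lower than its late change (48 and 120 h), by -0.58 (standard error 0.14, adjusted p = 0.00244). NCED3 (f2p21_2499_2742) had 1.10 (standard error 0.16, adjusted p = 3.6e-05) at 6 h and an early change above the late one by 1.49 (standard error 0.11, adjusted p = 1.3e-08). Carotenoid cleavage dioxygenase 4 (f7p60_2153_21415), a relative of NCED that breaks down carotenoids, rose late, from 5.91 ± 0.741 to 22.9 ± 9.4 FPKM (SD, n = 3) at 120 h, a log2 fold change of 1.73 (standard error 0.18, adjusted p = 3.6e-06).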

The ABA receptor PYR/PYL/RCAR, the negative regulator PP2C and the positive regulator SnRK2 are the main members in the ABA signaling pathway [28]. 

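Besides the PYL4 transcript with the deepest fall, 3 further receptor transcripts fell, and the second phosphatase transcript stayed below the fold minimum. Whether the transcripts annotated as PYL4 come from the same gene was not examined. PYL4 transcripts f2p60_1117_287682 and f2p49_1112_10090, whose products bind ABA and then inhibit the phosphatases, had log2 fold changes of -1.53 (standard error 0.10, limma adjusted p = 2.6e-08) and -1.64 (standard error 0.22, adjusted p = 4.8e-05) at 48 h. PYL6 (f2p60_1249_27389) fell from 173.3 ± 7.6 to 53.2 ± 1.34 FPKM (SD, n = 3) at 120 h, a log2 fold change of -1.68 (standard error 0.11, adjusted p = 2.2e-08). Protein phosphatase 2C 24 (f2p32_1786_23271) went from 6.22 ± 0.861 to 13.3 ± 0.438 FPKM (SD, n = 3) at 12 h, with 0.99 (standard error 0.15, adjusted p = 6.1e-05), its largest change. The transcript f2p60_653_34458, given as CYP707A1 in the paper's Table 2 and without a name in the annotation used here, was down-regulated at all 5 times, most at 48 h with -1.60 (standard error 0.26, adjusted p = 2.2e-04).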

During PEG-induced drought stress, four *PYL* homologous genes were down-regulated and two *PP2C* homologous genes were up-regulated in the roots of *P. ussuriensis*. However, the details of the regulation of PYL–PP2C–SnRK2 in *P. ussuriensis* under drought stress are unknown.

### 3.3. Antioxidant Defense against Mechanism in Response to Drought Stress

ROS is a byproduct of plant aerobic metabolism, and excessive accumulation of ROS can damage the structure and function of plant cells [29,30]. In this study, after PEG-induced drought stress, the H_2_O_2_ content in the roots of *P. ussuriensis* was significantly increased (Figure 7A), and the count of MDA was also significantly increased (Figure 7H). These results indicated that the excessive accumulation of ROS might be one of the factors that cause severe damage to the cell membrane of *P. ussuriensis* under drought stress. Under abiotic stress, plants control the overproduction of ROS through enzymatic components and non-enzymatic antioxidants [29,30]. During drought stress, relatively high activity of enzymes (SOD, POD, CAT, and GST), which decompose ROS to protect cells from oxidative damage, was observed in the roots of *P. ussuriensis* (Figure 7B–E). The differential expression of ROS scavenging-related genes was observed in the roots of *P. ussuriensis* after PEG-induced drought stress (Table S7), which provides evidence at the molecular level. Among them, more ROS clearance-related genes expression levels were significantly changed in the early stages (6, 12 and 24 h) of PEG-induced drought stress. These results on ROS in *P. ussuriensis* under drought stress are consistent with that of research reports on *Pinus halepensis*, *Malus pumila*, and *Hevea brasiliensis* [31,32,33].

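Peroxidase 4 (f2p59_1311_26810) and GST L3 rose more early than late, while catalase-2 fell early and peroxidase 5 fell more late. The early change (6, 12 and 24 h) of peroxidase 4 was higher than its late change (48 and 120 h) by 2.61 (standard error 0.11, limma adjusted p = 7.4e-11), and that of GST L3 (f2p60_1104_10166), a lambda-class GST, by 1.19 (standard error 0.07, adjusted p = 1.1e-09). Peroxidase 5 (f4p60_1269_8729) had a difference of 3.57 (standard error 0.17, adjusted p = 2.4e-10) because its fall was deeper late. Catalase-2 (f2p60_1814_23063) was lower early than late by -1.29 (standard error 0.05, adjusted p = 4.1e-11). Peroxidase 53 (f4p60_1347_26468), which has been tied to lignin formation, fell from 111.2 ± 4.02 to 39.4 ± 2.8 FPKM (SD, n = 3) at 120 h, a log2 fold change of -1.48 (standard error 0.09, adjusted p = 2.9e-08). Of the 27 POD transcripts, 15 had a higher change early than late and 6 a lower one, equal to the counts adjusted over the list alone. The study chose these transcripts on these samples, so the counts are not independent evidence of direction. The paper measured higher POD, SOD, CAT and GST activity at every treated time, whereas 22 of the 27 POD transcripts fell at 1 or more times. Transcript level and enzyme activity are unlike measures, and their relation was not tested.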

### 3.4. Role of TFs in P. ussuriensis in Response to Drought Stress

TFs play a role in regulating the activation or inactivation of drought-responsive genes, which greatly affects the response of plants to drought stress [34,35]. In this study, the number of significantly differentially expressed TFs was highest at 6 h of PEG-induced drought stress, and gradually decreased along with the progressive drought (Table S11). This result indicated that most TFs play a role in the early stages of drought stress. Similar results were obtained in *A. thaliana*, *O. sativa*, and *P. davidiana*, indicating that TFs are mainly involved in drought stress responses at 6 h and 12 h [8,36,37]. In this study, most of the differentially expressed TFs were members of the AP2/ERF, C2H2, MYB, NAC, C2C2, and WRKY TF families (Figure 5A). A substantial amount of evidence has shown that these TF subfamilies were involved in plant drought resistance [12,38,39,40].

Some TF family members play an important role in drought resistance through ABA-mediated pathways [10,41]. In-depth study of the WRKY TF family in response to drought stress has been carried out in many species. For example, overexpression of *GsWRKY20* in *A. thaliana* enhanced the drought tolerance by mediated ABA signaling, and overexpression of *BdWRKY36* in tobacco enhanced the drought tolerance and ABA biosynthesis [10,41]. 

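WRKY40 transcripts rose early and WRKY70 transcripts fell throughout, both from genes that act in defense signaling. The WRKY70 transcript f2p50_1323_8348 fell from 10.3 ± 1.67 to 0.453 ± 0.278 FPKM (SD, n = 3) at 24 h, a log2 fold change of -2.96 (standard error 0.23, limma adjusted p = 1.0e-07), and was down-regulated at all 5 times. A second WRKY70 transcript, f2p60_1345_26474, had -1.79 (standard error 0.27, adjusted p = 1.2e-04) at 120 h. The WRKY40 transcript f3p60_1311_8503 rose from 22.8 ± 2.06 to 89.4 ± 5.29 FPKM (SD, n = 3) at 12 h, a log2 fold change of 1.93 (standard error 0.08, adjusted p = 5.6e-11). Its early change (6, 12 and 24 h) was higher than its late change (48 and 120 h) by 1.55 (standard error 0.05, adjusted p = 4.3e-12). Another WRKY40 transcript, f2p35_1482_25329, rose at 6 h by 2.13 (standard error 0.12, adjusted p = 1.0e-09). WRKY33 (f4p60_2032_21887), a regulator of defense, stayed below the fold minimum, with 0.93 at 6 h (adjusted p = 0.02). Of the 10 WRKY transcripts, 7 were DEGs at 1 or more times, and 8 when adjusted over the list alone, in a list chosen on these samples that is not independent evidence of direction.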

In the present study, 10 WRKY TF homologous genes were differentially expressed, suggesting a specific role for these WRKY TFs in drought tolerance. MYB is one of the largest plant TF families, which positively modulates drought stress through ABA-mediated pathways. The overexpression of *SiMYB75* in *A. Thaliana* improved the plant’s tolerance to drought stress. Further analysis showed that ABA content was increased, and ABA-related genes were differentially expressed in SiMYB75-overexpressing lines [42]. Fang et al. [43] observed that overexpression of *PtrMYB94* in *Populus* enhanced the drought tolerance and increased the ABA content, suggesting that *PtrMYB94* is involved in the regulation of ABA-dependent drought stress in *Populus*. 

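MYB transcripts moved in both directions at 6 h, with rises of ODORANT1 and Myb-related protein 308 and a fall of PHR1-LIKE 3. Protein ODORANT1 (f4p60_1284_27065), an activator of the shikimate pathway in petunia flowers, rose from 33.4 ± 1.18 to 75.3 ± 1.71 FPKM (SD, n = 3) at 6 h, a log2 fold change of 1.15 (standard error 0.09, limma adjusted p = 4.0e-08). Myb-related protein 308 (f3p60_1169_28079), of a group that represses lignin genes, had 1.24 (standard error 0.15, adjusted p = 3.7e-06). PHR1-LIKE 3 (f2p60_1263_8777), a relative of the phosphate regulator PHR1, fell from 101.8 ± 4.3 to 36.4 ± 0.912 FPKM (SD, n = 3), a log2 fold change of -1.46 (standard error 0.10, adjusted p = 7.0e-09). MYB48 (f2p60_1165_28240) fell to -1.33 (standard error 0.14, adjusted p = 1.1e-06) at 12 h, and its early change (6, 12 and 24 h) was lower than its late change (48 and 120 h) by -0.66 (standard error 0.09, adjusted p = 1.3e-05). PHL5 (f2p60_1457_7420), another relative of PHR1, was down-regulated at 12, 24 and 120 h, by -1.33 (standard error 0.17, adjusted p = 2.3e-05) at 120 h. Its calls at 12 and 24 h (-1.02 each) were lost without replicate 1 of 0 h (-0.95 and -0.94), that at 12 h also without replicate 2 of 12 h (-0.95) and under median-ratio scaling (-0.98), and that at 24 h without replicate 2 of 24 h (-0.93). Of the 12 MYB transcripts, 4 rose and 5 fell at 6 h, with 3 falls without replicate 1 of 0 h. The counts were equal when adjusted over the list alone and, for transcripts chosen on these samples, are not independent evidence of direction.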

Several MYB family genes were differentially expressed at 6 h of PEG-induced drought stress, suggesting a regulatory role of MYB in the early stages of drought stress in *P. ussuriensis*.

Furthermore, in this study, we identified some AP2/ERF and NAC TF family members whose expression levels were significantly altered by PEG-induced drought stress. Similar results were obtained with other plants, such as *V. riparia*, *P. davidiana* and *L. kaempferi* [8,27,38]. Furthermore, the genes encoding *DRE1D*, *ERF5*, *NAC2*, and *NAC72*/*RD26* were up-regulated under PEG-induced drought stress in this study. Additionally, these TFs have been shown to have a positive regulation on drought resistance in other plants [44,45,46,47]. Furthermore, the genes that were down-regulated during drought stress also contributed to the adaptation of plants to drought stress. For example, Dong and Liu [48] observed that AtRAP2.1 negatively regulated drought stress in *A. thaliana*. Moreover, overexpression of *PeNAC034* in *A. thaliana* reduced drought tolerance, and *PeNAC045* overexpression line of *Populus* showed a drought-sensitive behavior [49]. 

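NAC72, an ABA-responsive regulator also called RD26, rose most at 12 h, and NAC2 at 6 h. The NAC72 transcript f2p60_1192_9367 rose from 2.17 ± 0.422 to 25.3 ± 2.4 FPKM (SD, n = 3) at 12 h, a log2 fold change of 3.05 (standard error 0.27, limma adjusted p = 2.6e-07). A second NAC72 transcript, f2p60_1426_25757, had 1.54 (standard error 0.13, adjusted p = 1.6e-07) at 12 h and 1.08 (standard error 0.13, adjusted p = 1.9e-05) at 120 h. NAC2 (f7p60_1432_25632) rose from 54.9 ± 2.8 to 171.6 ± 8.7 FPKM (SD, n = 3) at 6 h, a log2 fold change of 1.63 (standard error 0.06, adjusted p = 7.6e-12). The NAC2 change at 6 h was higher than that at 120 h by 2.21 (standard error 0.06, adjusted p = 3.5e-13). Ethylene-responsive transcription factor 1A (f3p60_1131_9867), an early ethylene response gene, rose at 6 h by 1.59 (standard error 0.15, adjusted p = 2.9e-07). It had an early change (6, 12 and 24 h) above the late one (48 and 120 h) by 1.09 (standard error 0.10, adjusted p = 1.5e-07). A transcript annotated as DREB1C, the closest in the list to DREB1D, was not among those tested.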

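RAP2-3 transcripts, from ethylene response factors that act when oxygen is short, and NAC90 transcripts fell in the roots. The RAP2-3 transcript f3p60_1128_28605 fell from 426.5 ± 8.28 to 77.1 ± 4.89 FPKM (SD, n = 3) at 24 h, a log2 fold change of -2.45 (standard error 0.06, limma adjusted p = 2.8e-13), and was down-regulated at all 5 times. RAP2-3 transcripts f2p60_1381_26225 and f3p60_1327_26651 fell most at 120 h, by -2.29 (standard error 0.19, adjusted p = 6.2e-07) and -2.50 (standard error 0.17, adjusted p = 4.8e-08). NAC90 (f6p60_949_11466), a regulator of leaf aging, fell from 4.98 ± 0.665 to 0.907 ± 0.315 FPKM (SD, n = 3) at 6 h, a log2 fold change of -1.66 (standard error 0.30, adjusted p = 1.9e-04). The NAC35 transcript f4p60_1183_28033 fell by -1.29 (standard error 0.21, adjusted p = 1.5e-04) at 24 h. Of the 11 NAC transcripts, 5 fell at 6 h (2 with the filter at 5 FPKM) and 5 at 1 or more times. Adjusted over the list alone, the 2 counts of 5 were equal, but the list was chosen on these samples and is not independent evidence of direction.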

In this study, we found that three *RAP* homologous genes and five *NAC* homologous genes were specifically down-regulated during PEG-induced drought stress in the roots of *P. ussuriensis* (Table S11). Further exploration of these TFs may provide a greater understanding of drought resistance regulation in *P. ussuriensis*.

### 3.5. Ion Accumulation in P. ussuriensis

During drought stress, the osmotic balance in plant cells is destroyed, and water uptake is disturbed [50]. The changes in the ions in plant cells contribute to osmotic regulation. One unexpected finding of this study was the extent to which Ca^2+^ content increased significantly in cells at 48 and 120 h of PEG-induced drought stress (Figure 9). In addition, one *CNGC2* homologous gene was up-regulated at all time points of drought stress (Table 2), which mediates the absorption and accumulation of Ca^2+^ [51]. These results indicated that, in addition to acting as a second messenger, Ca^2+^ might also play an important role in osmotic regulation. 

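CNGC2 (f2p37_2396_20662), a channel that lets calcium into cells, was above its 0 h level at each time but passed the fold minimum at 120 h alone. Its level went from 2.29 ± 0.23 FPKM (SD, n = 3) at 0 h to 3.05 ± 0.71 at 6 h, 5.56 ± 0.291 at 12 h and 6.32 ± 0.644 at 120 h. The log2 fold changes were 0.29 (adjusted p = 0.101) at 6 h, 1.00 (adjusted p = 3.4e-05) at 12 h, 0.69 (adjusted p = 0.00129) at 24 h and 0.97 (adjusted p = 1.1e-04) at 48 h, where the value at 12 h was just under the fold minimum before rounding. At 120 h CNGC2 had 1.15 (standard error 0.14, limma adjusted p = 2.2e-05). The change of CNGC2 at 6 h was lower than at 120 h by -0.86 (standard error 0.14, adjusted p = 9.5e-05).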

Studies in *A. thaliana* have shown that Ca^2+^ contributed to the conversion of water channels from the active to an inactive state, thereby reducing the water permeability of the cytoplasmic membrane of the *A. thaliana* roots [52].

Prior studies have noted the importance of K^+^ in enhancing osmotic regulation in plants [53]. In this study, the K content in the roots of *P. ussuriensis* was significantly increased, and two *HAK/KT* homologous genes were significantly differentially expressed under PEG-induced drought stress (Table 2). Some transporters, namely *HvHAK1*, *HvAKT2*, *OsHAK1*, and *OsHAK5*, have been shown to be involved in the uptake of K^+^ in the roots [53,54]. Expression analysis in *Cajanus cajan* revealed that several K^+^ transport genes, that is, *CcHAK6*, *CcHAK15*, *CcAKT2*, and *CcHKT1*, were up-regulated in response to drought stress [55]. Notably, the K content in the roots of *P. ussuriensis* was significantly higher than that of Na and Ca under PEG-induced drought stress (Figure 9A–C). The results showed that the increase in K^+^ absorption might be the first choice for osmotic regulation in *P. ussuriensis*, under drought stress. Under PEG-induced drought stress, the Na content was significantly elevated in the roots of *P. ussuriensis*, but it was much lower than the K content levels. These results indicated that K^+^/Na^+^/Ca^2+^ accumulates in the roots of *P. ussuriensis*, which may contribute to the osmotic adjustment of the roots and limit the dehydration caused by PEG-induced drought stress.

### 3.6. Proteins, Osmolytes and Lignin Response to Drought Stress in P. ussuriensis

Along with antioxidant and ion accumulation, accumulation of proteins, osmolytes (such as proline and soluble sugars), and lignin plays an important role in drought stress. LEA and HSP proteins are important drought-inducing proteins in plants. LEA proteins belong to a large protein family of hydrophilic proteins that are closely associated with resistance to drought stress [16,56]. In-depth studies of the LEA protein family in response to drought stress have been carried out in other plants. For example, transgenic rice lines overexpressing *OsLEA3-1* have enhanced drought resistance compared to wild-type [57], and overexpression of *IpLEA* confers greater drought tolerance in *A. thaliana* [58]. In this study, we identified some of the *LEA* genes that were differentially expressed in the roots of *P. ussuriensis* under PEG-induced drought stress, especially five dehydrin genes that were up-regulated at all time points of PEG-induced drought stress (Table S10). Furthermore, most of the DEGs encoding HSPs were up-regulated in the roots of *P. ussuriensis* under PEG-induced drought stress. The result is consistent with previous studies on *Capsicum annuum*, *O. sativa*, and *Solanum lycopersicum* showing that HSPs positively regulate the tolerance to drought stress [11,15,59].

The essential role of osmolytes is to limit water loss in plants under drought stress. Proline is a common plant organic osmotic agent, which is closely related to drought stress [50]. Proline content increased under drought stress, which has been reported in *A. thaliana*, *Populus euphratica*, and *Populus yunnanensis* [60,61,62]. One of the most common permeates in plants is soluble sugar, and the accumulation of total soluble sugar contributes directly to drought tolerance. For example, drought significantly induced the accumulation of total soluble sugar in *Michelia macclurei* and *Schima superba* [63]. In addition, Regier et al. [64] observed that total soluble sugar content increased in the roots of water-limited *Populus nigra* compared to well-watered *P. nigra*. Our results clearly showed that the proline content and total soluble sugar content of *P. ussuriensis* were significantly increased in response to PEG-induced drought stress (Figure 7F,G). In addition, the amino acid biosynthesis; cysteine and methionine metabolism; and glycine, serine, and threonine metabolism pathways were significantly enriched at 6 and 12 h of PEG-induced drought stress (Figure 4). The results suggested that proline and total soluble sugar levels positively regulated the drought stress tolerance in *P.* *ussuriensis*.

As the main component of the secondary cell wall, lignin plays an important role in plant resistance to drought stress [65,66]. Recently, it has been demonstrated that the increase in lignin enhanced the tolerance of *P. ussuriensis* to drought stress [67]. The lignin monomers were carried out through the phenylpropanoid biosynthesis pathway. Moreover, in the present study, we found that the phenylpropanoid biosynthesis pathway was significantly enriched under PEG-induced drought stress (Figure 4). Increased expression of genes involved in lignin biosynthesis, such as *PAL*, *4CL*, *CAD*, *CCR*, *C4H*, and *COMT* homologous genes, was observed in the roots of *P. ussuriensis* under PEG-induced drought stress (Table S11). Similar results were obtained in *Paeonia ostii* [68] and *L. kaempferi* [38], which suggested that plants might promote lignin biosynthesis resulting in enhanced tolerance to drought stress.

## 4. Materials and Methods

### 4.1. Plant Material and Drought Treatment

In this study, the tissue culture seedlings of *P. ussuriensis* were used as research material. The stem (3-cm long) of *P. ussuriensis* was cut and cultured in half-strength Murashige and Skoog (MS) medium for rooting and grown in a tissue-culture chamber (temperature 25 ± 2 °C, photoperiod of 16 h light and 8 h dark). After three weeks, the tissue culture seedlings of *P. ussuriensis* had a complete root development (Figure S5). Three-week-old *P. ussuriensis* seedlings with uniform root growth were then transferred to liquid media containing 6% PEG 6000 (Sigma–Aldrich, St. Louis, MO, USA). After treatment of 0, 6, 12, 24, 48, and 120 h, the roots were harvested at the same time and frozen in liquid nitrogen. Each sample was from at least six different seedlings, and three biological replicates were collected at each treatment.

### 4.2. Preparation of Full-Length cDNA Library and Illumina RNA-seq Library and Sequencing

Total RNA was isolated as described previously [69], with a slight modification. Then, RNA integrity was assessed according to the requirement of 28S:18S ≥ 1.4, RNA Integrity Number (RIN) ≥ 8. The total RNA from 18 samples was combined in equal amounts for cDNA synthesis and SMRTbell library construction. The cDNA synthesis was performed using the Clontech SMARTer PCR cDNA synthesis kit (Takara Biotechnology, Dalian, China), and the SMRTbell library was constructed using the PacBio SMRTbell Template Prep Kit (PacBio, Menlo Park, CA, USA). In total, 2 μg of RNA was used to generate sequencing libraries using the NEBNext Ultra RNA Library Prep Kit (#E7530L, NEB, Ipswich, MA, USA). Libraries were sequenced in 150 b.p. paired-end mode, using an Illumina HiSeq X Ten system. The above sequencing was performed by Zhejiang Annoroad Biotechnology Co., Ltd. (Beijing, China).

### 4.3. Quality Control and Error Correction of PacBio SMRT-seq and RNA-seq

Quality control of the raw data was performed to avoid inaccuracy in subsequent information analysis. After data quality control, the data volume of subreads was calculated. The consensus sequence generated by multiple subread sequences are CCS reads, and the CCS reads are further corrected to obtain HQ isoforms (with accuracy greater than 0.99) and LQ isoforms. The isoforms with a large number of redundant sequences were clustered together using an isoform-level clustering algorithm known as iterative clustering for error correction (ICE) to obtain a new consensus isoform [70]. The consensus isoform obtained after ICE was used as the reference sequence, and the short-read sequences obtained from 18 Illumina RNA-seq libraries were compared to the reference sequence using RNA-seq by Expectation Maximization (RSEM) (v1.2.31) software (Li, Dewey, WI, USA) [71].

### 4.4. SSR and lncRNA Prediction

The SSRs were identified using the MISA software [72]. The lncRNAs were predicted using CNCI [73], CPC [74], and CPAT [75].

### 4.5. Identification of Alternative Splicing Events

In AS, different splicing of mRNA precursors can produce different mRNA splicing isoforms [19,20]. In this study, AS events were predicted using AStalavista 4.0 (http://confluence.sammeth.net/display/ASTA/Home, accessed on 1 August 2021) [76].

### 4.6. Transcript Integrity Analysis and Gene Annotation

In this study, the integrity of transcripts generated by PacBio SMRT-seq was analyzed using benchmarking universal single-copy orthologs (BUSCO) [77]. The ORFs were predicted using TransDecoder version 3.0.1 [78]. Then, the functional annotations of predicted ORFs were combined using Trinotate, which uses multiple well-referenced methods for functional annotation.

### 4.7. Analysis of Differentially Expressed Transcripts

Using the results from the PacBio SMRT-seq as a reference, the differential gene expression analysis between different treatment groups was performed using the DEGSeq software [79]. Genes satisfying the conditions of |log2 fold change rate| ≥ 1 and *p*-value < 0.05 were identified as DEGs. The visualization of the expression patterns of DEGs is achieved by building a heatmap using the pheatmap package (https://cran.r-project.org/web/packages/pheatmap, accessed on 6 April 2021). GO enrichment analysis and KEGG pathway enrichment analysis of DEGs using GOseq R package and KOBAS software, respectively [80,81].

### 4.8. Validation of Gene Expression Levels

A total of 12 genes of differential expression were selected for validation of results of RNA-seq by qRT-PCR. These 12 DEGs were *CML38* (f2p30_1011_11035), *MAPKKK18* (f5p60_1300_26955), *NCED3* (f2p21_2499_2742), *KT2* (f7p60_2856_19557), *NCL* (f2p60_2293_3245), *CAX7* (f3p60_1980_22126), *RAB18* (f2p60_1369_7946), *LEA29* (f2p37_1282_27056), *DNJ11* (f2p60_820_32228), *PER4* (f2p59_1311_26810), *GSTXC* (f2p60_894_312621), and *SODC* (f2p28_837_12827) homologous genes. The polyubiquitin 10 (*UBQ10*) gene was used as an internal control. The primers of the 12 DEGs are listed in Table S12. For accuracy, three technical replicates were used for each qRT-PCR reaction. The relative abundance of each transcript was determined using the 2^−ΔΔCT^ method.

### 4.9. Determination of Physiological Indexes

The MDA content was measured using a plant MDA assay kit. The total soluble sugar content was measured using a plant soluble sugar content test kit. The proline content was measured using a proline assay kit. The CAT activity was measured using a CAT assay kit. The GST activity was measured using a GST assay kit. The SOD activity was measured using a total SOD assay kit. The POD activity was measured using a POD assay kit. All assay kits were purchased from Nanjing Jiancheng Bioengineering Institute, China. These data were averaged from three biological replicates.

### 4.10. Measurements of Minerals Content

The root samples were taken in triplicate at 0, 6, 12, 24, 48, and 120 h after PEG-induced drought stress. The whole roots were dried using an oven. The minerals content (Ca, K, and Na) in the roots of *P. ussuriensis* was assayed using ICP-OES, as described previously, with slight modifications [82]. These data were averaged from three biological replicates. In addition, according to the protocol outlined by Li et al. [14], the free Ca^2+^ content in root tip cells was measured using calcium indicator Flou-4 AM (Biyuntian, Shanghai, China), and observed through a confocal laser scanning microscope imager 700 (Carl Zeiss, Docuval, Germany).

### 4.11. Statistical Analysis of Data

In this study, statistical analysis of data was performed using statistical package for social sciences (SPSS) version 20 (IBM, Chicago, IL, USA), and analysis of significance was performed using analysis of variance (ANOVA). In addition, correction for multiple testing using the Bonferroni approach. Significant differences in relative levels were represented by different lowercase letters, *p* < 0.05.

## 5. Conclusions

The purpose of the current study was to determine the responses of *P. ussuriensis* root to drought stress using physiochemical measurements, SMRT-seq and RNA-seq analysis. A hypothetical model of the drought tolerance mechanism for *P. ussuriensis* was established by integrating the physiological and molecular responses as well as plant growth under drought stress (Figure S6). The findings clearly indicate that a series of potential drought-responsive genes related to signal transduction, antioxidant, ion accumulation and osmotic regulation in the roots of *P. ussuriensis* were differentially expressed under drought stress. Combined with the physiological and biochemical indexes, we found the ion accumulation, the content of proline and soluble sugar, antioxidase activity (SOD, CAT, POD) and non-enzymatic antioxidant (GST) activity were all changed in *P. ussuriensis* root during PEG-induced drought stress. In summary, the combined analysis of temporal transcriptomic and physiological revealed complex genes and networks involved in the response of *P. ussuriensis* roots to different stages of drought stress.

## Figures and Tables

**Figure 1:**
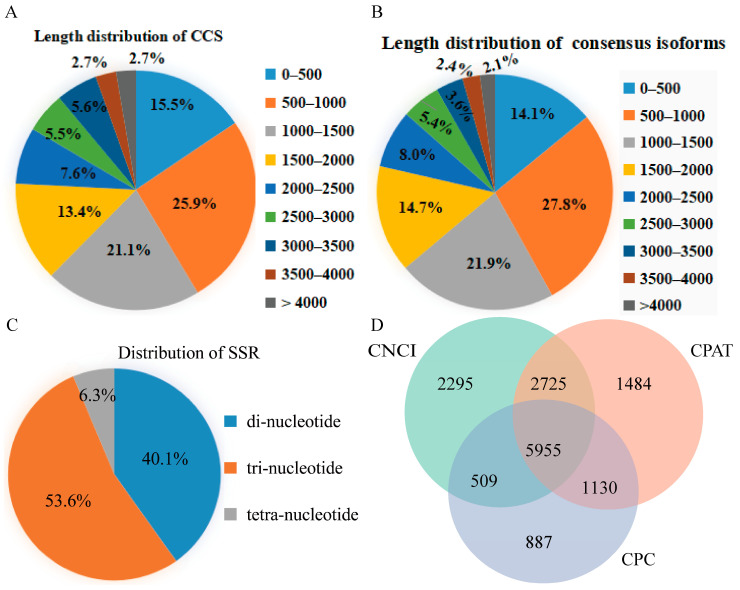
(**A**) Length distribution of circular consensus sequencing (CCS) reads, (**B**) length distribution of isoforms, (**C**) type distribution of simple sequence repeats (SSRs), and (**D**) Venn diagram of the predicted long non-coding RNAs (lncRNAs).

**Figure 2:**
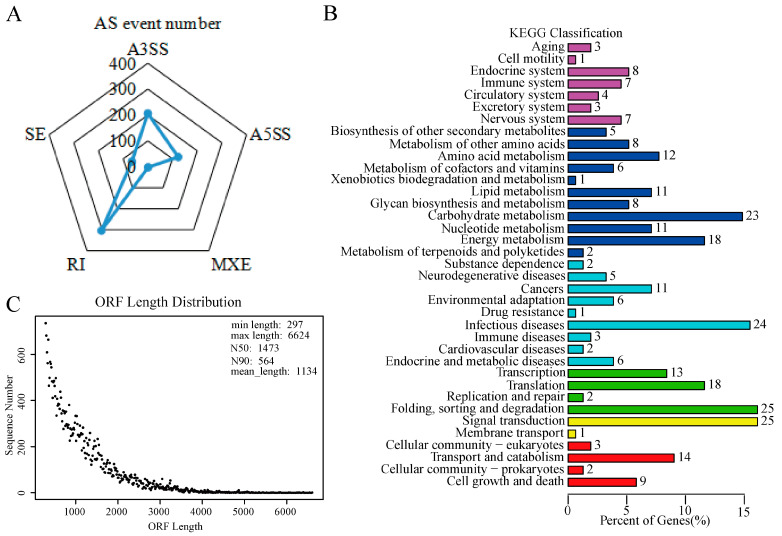
Alternative splicing (AS) identification and analysis, and open reading frame (ORF) prediction. (**A**) Statistics of the distinct AS events, (**B**) KEGG enrichment analysis of AS genes, and (**C**) length distribution of ORFs.

**Figure 3:**
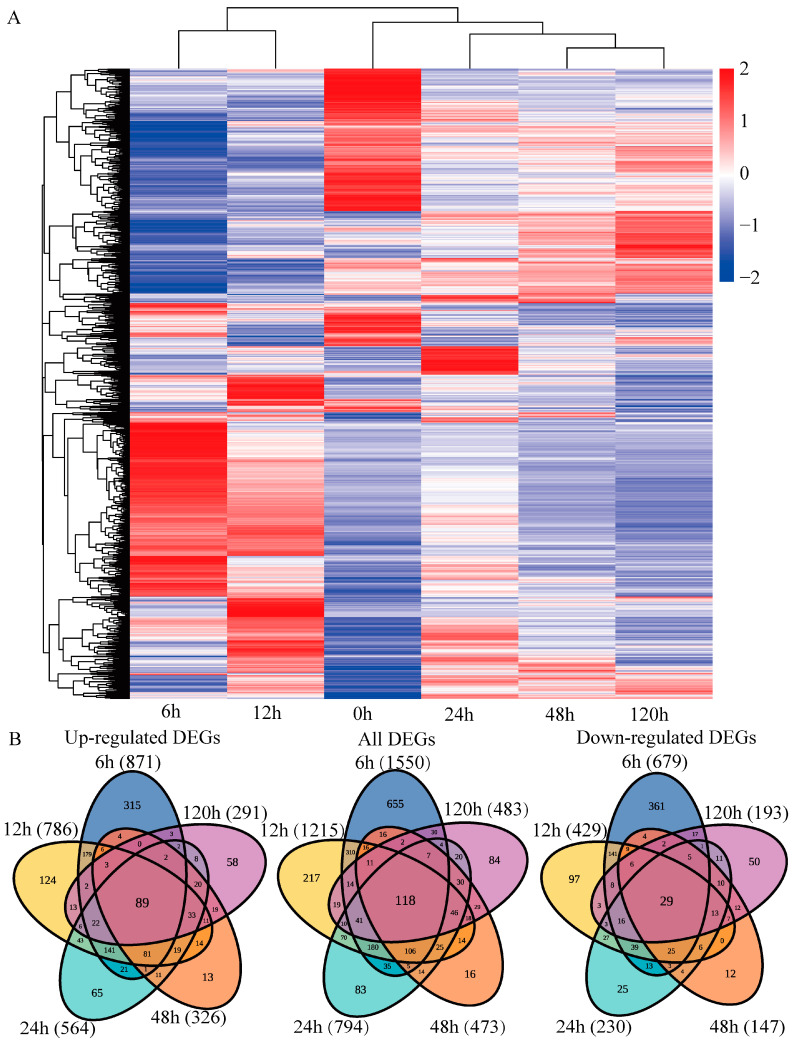
Overview of the differentially expressed genes (DEGs). (**A**) Clustering analysis and (**B**) Venn diagrams of DEGs.

**Figure 4:**
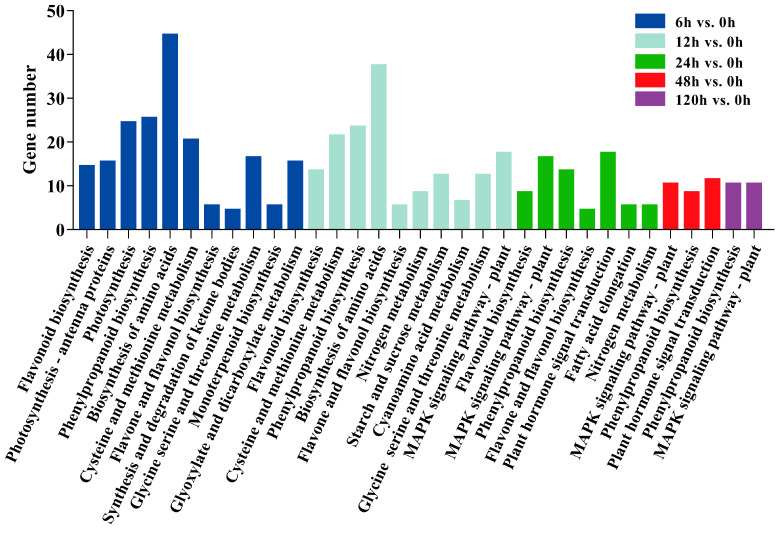
KEGG enrichment analysis of DEGs.

**Figure 5:**
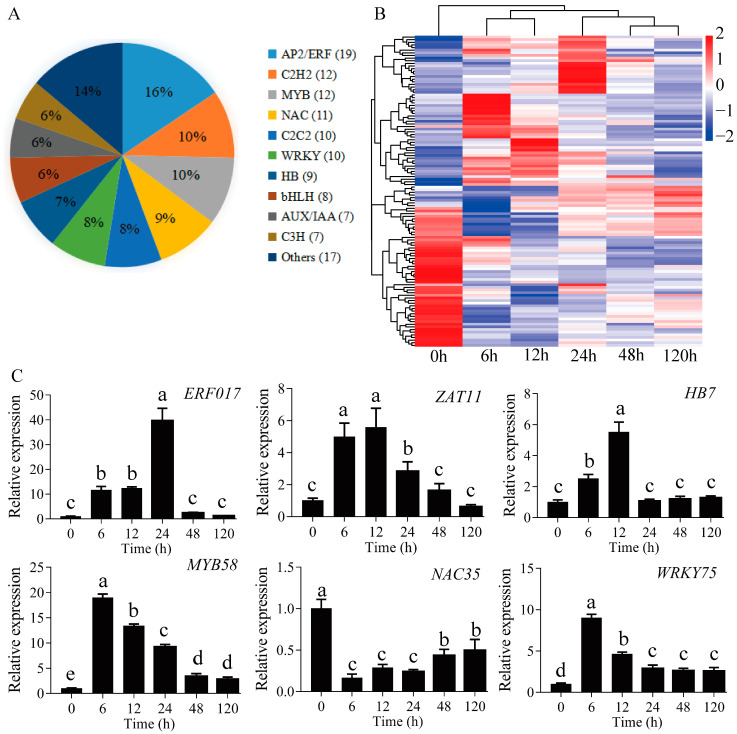
Transcription factor analysis. (**A**) Distribution of transcription factors sorted into different families, (**B**) clustering analysis of transcription factors, and (**C**) qRT-PCR of different transcription factors. Different lowercase letters indicate statistically significant differences at *p* < 0.05. The values are shown as the mean of three replicates ± SE (*n* = 3).

**Figure 6:**
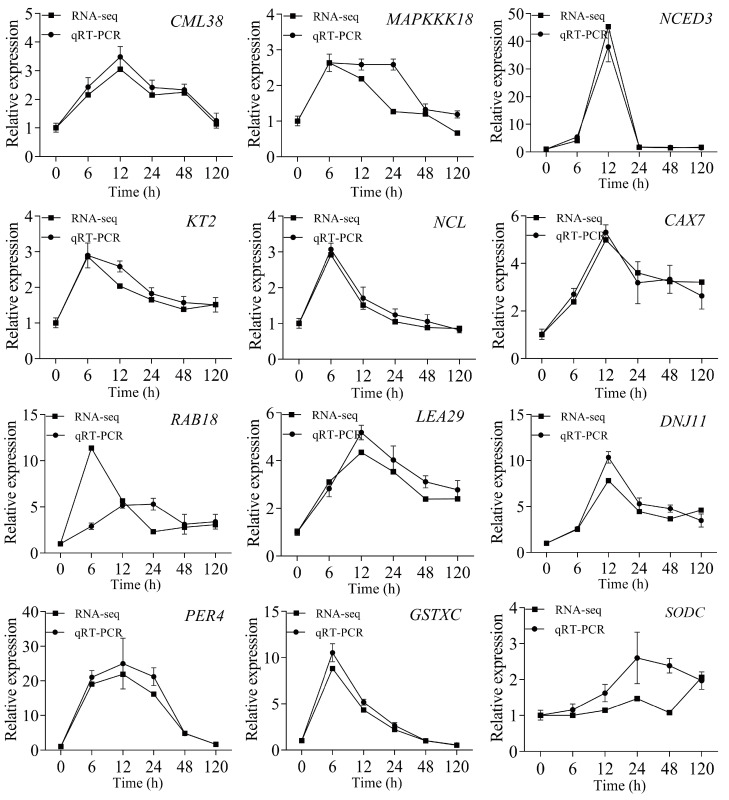
Validation of gene expression levels. The values are shown as the mean of three replicates ± SE (*n* = 3).

**Figure 7:**
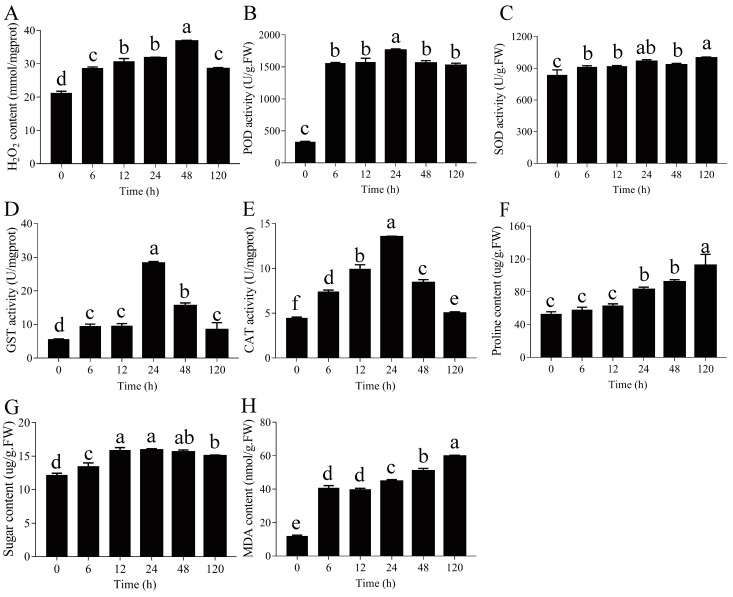
Effects of drought stress on the roots of *Populus ussuriensis*. (**A**) H_2_O_2_ content, (**B**) peroxidase (POD) activity, (**C**) superoxide dismutase (SOD) activity, (**D**) glutathione S-transferase (GST) activity, (**E**) catalase (CAT) activity, (**F**) proline content, (**G**) total soluble sugar content, and (**H**) malondialdehyde (MDA) content. Different lowercase letters indicate statistically significant differences at *p* < 0.05. The values are shown as the mean of three biological replicates ± SE (*n* = 3).

**Figure 8:**
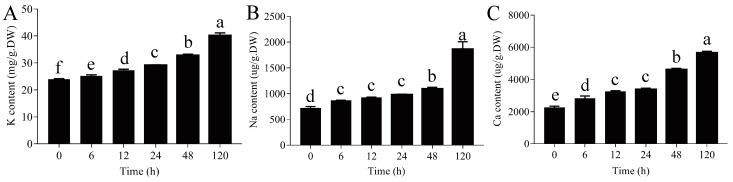
Measurement of mineral content. (**A**) K content, (**B**) Na content, and (**C**) Ca content. Different lowercase letters indicate statistically significant differences at *p* < 0.05. The values are shown as the mean of three biological replicates ± SE (*n* = 3).

**Figure 9:**
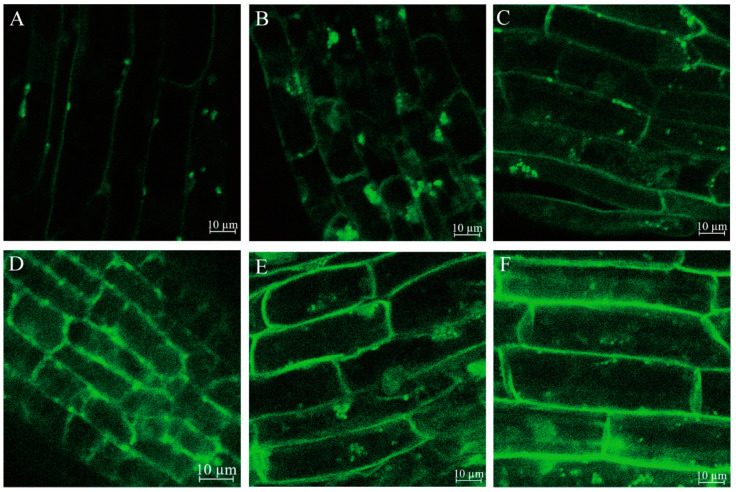
Calcium imaging in different treatments. (**A**) Control treatment, (**B**) 6 h post 6% PEG treatment, (**C**) 12 h post 6% PEG treatment, (**D**) 24 h post 6% PEG treatment, (**E**) 48 h post 6% PEG treatment, and (**F**) 120 h post 6% PEG treatment. The scale bar is 10 μm.

**Table 1:** Overview of the Single-Molecule Real-Time sequencing in *Populus ussuriensis*.

Name	Reads Number	Base Number	Average_Length
Polymerase reads	419,372	33,074,826,044	78,867.51
Subreads	31,547,319	29,488,228,404	943.73
CCS reads	387,340	566,167,282	1461.68
High-quality Isoforms	40,307	56,721,399	1407.23
Low-quality Isoforms	152	128,876	847.87

**Table 2:** List (sections) of differentially expressed genes in drought.

Gene ID	Annotation	Log2 Value of Fold Change				
		6 h vs. 0 h	12 h vs. 0 h	24 h vs. 0 h	48 h vs. 0 h	120 h vs. 0 h
Signaling						
*f2p60_1754_23479*	Protein phosphatase 2C 3	2.01	5.50	0.75	0.57	0.77
*f2p60_653_34458*	Cytochrome P450, family 707, (CYP707A1)	2.05	3.19	1.80	1.90	1.75
*f2p60_1246_27481*	Abscisic acid receptor PYL4	−1.14	−1.68	−1.22	−1.32	−1.04
*f2p60_745_332685*	Calcium-binding protein PBP1	−1.87	−1.51	−2.29	−2.18	−3.70
*f2p60_1346_26477*	Phosphoenolpyruvate carboxylase kinase 2	−2.06	−2.35	−2.20	−1.47	−1.04
*f2p60_482_36687*	Calcium-dependent protein kinase 1	−0.67	−2.34	−1.67	−0.35	−0.70
*f2p30_1011_11035*	Calcium-binding protein CML38	0.60	2.42	0.90	1.72	1.39
*f2p60_490_36587*	Calmodulin-like protein 5	1.11	1.61	1.11	1.17	0.18
*f4p60_1325_8326*	Mitogen-activated protein kinase kinase kinase 18	0.48	1.59	0.98	1.27	1.84
Ion transport						
*f2p37_2396_20662*	Cyclic nucleotide-gated ion channel 2	0.81	1.01	2.58	1.10	−0.07
*f2p60_2781_19668*	Potassium transporter 5	0.38	1.29	0.85	1.15	1.39
*f7p60_2856_19557*	Potassium transporter 2	−1.73	−2.50	−0.97	−0.47	0.20
*f3p60_1980_22126*	Calcium exchanger 7 (CAX7)	1.52	1.03	0.73	0.47	0.60
*f4p60_1851_22830*	Autoinhibited Ca(2+)-ATPase 10	1.25	2.32	1.85	1.70	1.68
*f2p60_2293_3245*	Sodium/calcium exchanger	−2.82	−0.92	−0.02	−0.07	0.09
*f4p60_2032_21887*	WRKY transcription factor 33	1.10	0.99	0.39	0.17	0.27
*f2p57_4009_433*	Calcium-transporting ATPase 10	2.29	1.24	0.64	0.55	0.49
*f2p55_3201_1361*	Glutamate receptor 2.7	−2.99	−1.58	−2.36	−1.78	−0.74
*f2p60_3228_18926*	Glutamate receptor 3.6	0.33	0.91	0.77	1.21	1.41
*f2p20_3494_18605*	Calcium-transporting ATPase 13	0.93	0.73	−0.26	−0.43	−1.30
Reactive oxygen species						
*f2p60_1104_10166*	Glutathione S-transferase L3	1.54	0.60	0.06	−0.18	−0.22
*f3p60_1525_6924*	Glutathione S-transferase L3-like	2.43	2.07	1.23	0.73	0.73
*f2p60_894_312621*	Glutathione S-transferase parC	2.51	2.03	1.22	0.74	0.53
*f9p60_892_31310*	Glutathione S-transferase parC	1.99	1.39	0.57	−0.32	−1.30
*f2p40_1265_8944*	Glutathione S-transferase L3	1.97	1.48	1.06	0.69	0.43
*f3p60_913_11828*	Glutathione S-transferase parA	1.87	1.02	0.43	0.54	−0.08
*f2p60_993_30050*	Glutathione S-transferase parC	1.82	0.80	0.07	0.24	−0.07
*f2p60_1054_29478*	Glutathione S-transferase 6	1.12	1.88	0.14	0.19	−0.61
*f3p60_1090_29044*	Glutathione S-transferase 4	0.14	0.12	2.03	0.28	−0.18
*f2p59_1311_26810*	Peroxidase 4	3.14	2.11	1.13	−0.03	−0.97
*f4p60_1269_8729*	Peroxidase 5	4.25	4.45	4.01	2.27	0.70
Lignin biosynthetic process						
*f2p60_2079_21713*	4-coumarate-CoA ligase 1	−0.63	−1.42	−0.42	−2.26	−5.21
*f3p60_2144_3723*	Phenylalanine ammonia-lyase 2	2.79	2.51	2.10	0.99	0.56
*f3p60_2656_2364*	Phenylalanine ammonia-lyase G2B	2.40	2.02	1.28	1.08	0.62
*f2p60_2638_2450*	Phenylalanine ammonia-lyase G2B	2.11	2.05	1.61	1.15	0.91
*f2p60_1840_22893*	Trans-cinnamate 4-monooxygenase	2.25	2.05	1.43	0.84	0.64
*f2p60_1499_25217*	Cinnamyl alcohol dehydrogenase 1	2.16	1.99	1.35	0.79	0.25
*f6p60_1412_25819*	Cinnamyl alcohol dehydrogenase 9	2.70	2.13	1.05	0.34	−0.39
*f2p60_1466_7341*	Cinnamoyl-CoA reductase 1	0.54	1.81	1.88	1.75	1.42
Proteins						
*f3p60_839_12609*	18.5 kDa class I heat shock protein	1.64	1.77	1.61	1.22	0.87
*f3p60_787_32671*	17.3 kDa class I heat shock protein	2.58	3.24	1.54	1.45	0.85
*f3p60_885_12148*	22.7 kDa class IV heat shock protein	2.88	3.24	1.61	1.14	0.35
*f3p60_805_32408*	18.2 kDa class I heat shock protein	2.82	3.08	1.03	0.70	−0.18
*f4p60_842_31916*	17.9 kDa class II heat shock protein	2.51	2.56	1.26	1.08	0.20
*f2p60_797_32529*	17.6 kDa class I heat shock protein 3	2.12	2.43	0.96	0.34	−0.61
*f2p60_820_32228*	Chaperone protein dnaJ 11	2.26	2.41	0.83	0.94	0.55
*f2p60_1369_7946*	Dehydrin Rab18-like	1.34	2.97	2.16	1.87	2.20
*f8p60_825_32305*	Dehydrin family protein	3.51	2.50	1.21	1.48	1.61
*f13p60_601_14927*	Late embryogenesis abundant protein family protein	2.13	1.67	1.59	1.34	1.32
*f2p37_1282_27056*	Late embryogenesis abundant protein D-29	3.02	1.59	1.04	1.08	0.77
*f2p45_1593_6461*	Late embryogenesis abundant protein 4	1.64	2.12	1.82	1.26	1.26

## Data Availability

The raw sequence read from PacBio single-molecule real-time sequencing has been uploaded to the Sequence Read Archive database (SRA accession: PRJNA809518). The raw sequence read from Illumina RNA sequencing has been uploaded to the GEO database (GEO accession: GSE197096).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms23073840/s1.

How the deposited data were processed for this re-analysis (not part of the article)

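Roots of Populus ussuriensis seedlings were collected at 0 h and, after transfer to liquid medium with 6% PEG, at 5 later times up to 120 h, with 3 biological replicates at each time, and RNA of the 18 samples was sequenced. Each sample was a pool of several seedlings, so the replicate spread is a spread between pools. The seedlings at 0 h serve as the only control, and none were kept in liquid medium without PEG.

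The authors mapped the clean paired-end reads to the PacBio transcripts and quantified them with RSEM 1.2.31. The submitters' notes also name HTSeq 0.6.0. The values are FPKM, fragments scaled by transcript length and by the mapped fragments of the library, for 12994 transcripts in 18 libraries. Between 865 and 1016 transcripts are listed at 0 in a library, and the 10 highest transcripts hold 4.2 to 10.0% of the FPKM. Fragment counts per library were not used here. The spacing of the low FPKM values of transcripts of medium length, which depends on what 1 fragment is worth, gives a rough estimate of 9500000 to 15000000 mapped fragments per library. It entered no test, and precision is described by the spread between replicates.

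The columns of the table carry short codes and no time labels. They were read as 0 h for the control columns and as 6, 12, 24, 48 and 120 h for the treated columns in their numbered order, with the last digit as the replicate. This reading was checked on the fold changes printed in Tables S6 to S12. The log2 ratios of mean FPKM differed from the printed values by a median of 0.045 in Table S6, 0.05 in Table S7, 0.036 in Table S8, 0.042 in Table S9, 0.036 in Table S10, 0.031 in Table S11 and 0.043 in Table S12.

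FPKM were transformed to log2 after adding 1, and 12080 transcripts with at least 1 FPKM in at least 3 libraries were kept. limma 3.58.1 in R 4.3.3 was fitted to all libraries with time as a factor of 6 levels and 12 residual degrees of freedom, with an intensity trend and robust moderation of the variance. A DEG had a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 1. The adjusted p values printed with transcripts are those of limma, over all transcripts tested for that comparison, with 3 libraries in each group, and a log2 fold change is a difference of means on this scale. Fold values given as times the 0 h level are ratios of mean FPKM. Tables were made with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6.

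Each treated time was compared with 0 h, so the 5 comparisons share 3 libraries. Their shared part was estimated from 20 simulated data sets in which no group differs. Further tests in the same fit were a moderated F test over the 5 times, the mean of 6, 12 and 24 h against the mean of 48 and 120 h (early and late in the text), 6 h against 120 h, and the mean of 6 and 12 h against the mean of the other 4 times, the last with the same fold minimum. The early and late difference keeps its sign, so a fall that was deeper early counts as lower early. The contrast of 6 and 12 h was set after the paper's LHY and CONSTANS-like values had been read. Labels of the libraries were also regrouped, with all 10 splits for comparisons of 3 against 3 and 100 random ones for the others. Single transcripts of the qRT-PCR sets were in addition tested by exact permutation.

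Transcripts are named in the text by a rule. It takes those whose ID the paper prints in its text, Table 2 or the primer section (54) and those of Table S12 annotated as the homologues of Figure 5C. It adds at each time the 5 DEGs with the largest rise and the 5 with the largest fall among those whose libraries do not overlap those of 0 h and whose protein has a name. Names come from the annotation at hand, which covers 998 transcripts, so the other transcripts were not ranked. It adds in each list and at each time up to 4 DEGs with the largest absolute change. The rule gives 234 transcripts, and the values in the paper's tables had been read when it was written. Zeaxanthin epoxidase, protein phosphatase 2C 24 and dehydrin ERD14 fall outside it and were added after their values were seen, because the paper makes statements on them.

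Counts were made over 23 lists. Those for calcium signaling, ABA, MAPKKK, GST, POD, other scavenging genes, ion transport, HSP and chaperones, LEA proteins, dehydrins, lignin and TFs with their families are the paper's own from Tables S7 to S12. Lists for photosystem and chlorophyll-binding proteins, protein processing in the ER, very-long-chain fatty acids and wax, proton pumps, and ethylene and cytokinin receptors were picked by entry name from the 248 lines of Table S5 at hand, a table of annotation. Lists for sulfate assimilation, the shikimate pathway, ammonium transporters and lipid-transfer proteins were picked from the 548 lines of Table S6 at hand, the oxygen-deficiency list from Tables S6 and S12, and the clock and CONSTANS-like list from Table S12, all tables of DEGs from these samples. Counts were taken with p adjusted over all transcripts and adjusted over the list alone. They are counts of transcripts. Transcripts with the same annotated name may come from the same gene, which was not examined, so they need not be separate members. The copies of Tables S5 and S6 hold part of their entries, so no enrichment of gene sets was tested.

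Results were recomputed with a pseudocount of 0.1, without a filter, with a minimum of 5 FPKM, with libraries rescaled by median ratios or to TPM, with fits to the compared groups alone, with replicate numbers as a block, with unadjusted p, without a fold minimum, and without each library in turn. A library left out leaves 2 libraries at its time, whose spread is pooled with the other times. Added later were a fit without replicate 1 of 24 h, replicate 3 of 48 h and replicate 1 of 120 h together, and a fit to transcripts of 400 bp or longer.

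The median SD between replicates on the log2 scale was 0.1 for transcripts of 1000 bp or longer, 0.16 from 400 to under 1000 bp, 0.65 from 300 to under 400 bp (382 transcripts) and 1.26 for shorter ones. Data of all 18 libraries were also simulated, with changes at 6 h planted only in transcripts of higher level at 0 h. Recovery of low transcripts was therefore not measured. The test of 6 h against 0 h called 0 of 50 transcripts with a true fold of 1.5, which lies below the fold minimum. It called 19 of 50 with a fold of 2, 48 of 50 with a fold of 3 and 50 of 50 with a fold of 4, and 3 of the unchanged ones. Without the fold minimum it called 41, 47, 48 and 50 of 50, and 11 of the unchanged ones.

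PacBio reads, isoforms, pathway enrichment, qRT-PCR values and the physiological measurements were not analysed here.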

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

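The tests of explanations in this part were chosen after the results were seen, except the one that leaves out single libraries of 0 h, while the comparison of 6 h with 120 h was planned. Of the transcripts named by the rule, 4 were DEGs at both 6 and 120 h with opposite directions, and limma tested the difference between the times. CONSTANS-LIKE 2 (f2p60_1469_7402) was down-regulated at 6 h and up-regulated at 120 h (1.03), and the times differed by -2.69 (standard error 0.07, adjusted p = 2.8e-13). Without replicate 2 of 120 h its late value was 0.98 and under TPM scaling 0.99, both below the fold minimum. The GST parC transcript f2p60_894_312621 differed by 4.10 (standard error 0.29, adjusted p = 1.4e-08), with a late call that was lost without replicate 2 of 0 h (-0.93) or replicate 1 or 3 of 120 h (-0.96 each), under median-ratio scaling (-0.97) and with 3 libraries of 24, 48 and 120 h left out together (-0.96). A second parC transcript, f9p60_892_31310, differed by 3.41 (standard error 0.28, adjusted p = 7.4e-08) and CYP73A100 (f2p60_956_11446) by 4.18 (standard error 0.20, adjusted p = 2.6e-10).

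Another 28 named transcripts belong to genes that the paper does not discuss and were above their level at 0 h. Among cell wall proteins, the log2 fold changes were 5.23 for the extensin-related protein f9p60_914_11928 and 4.32 for repetitive proline-rich cell wall protein 2 (f2p60_1006_30003) at 6 h, and 4.98 for another transcript of the latter (f3p60_1008_29997) at 24 h. A glycine-rich protein (f2p60_619_34924) had 3.16 at 24 h. In sulfate assimilation, the values at 6 h were 3.73 and 3.75 for APR3 (f2p60_1697_23846 and f3p60_1765_23380), 2.24 for APR1 (f2p35_1882_4853) and 2.29 for ATP sulfurylase 1 (f2p42_1919_4627). In the shikimate pathway they were 1.71 and 1.77 for DAHP synthase (f2p60_573_15264 and f2p60_577_35526), 1.56 for EPSP synthase (f5p60_2055_4083) and 1.85 for arogenate dehydratase 5 (f3p60_518_15775) at 6 h, and 1.19 for a longer DAHP synthase transcript (f2p60_1500_22067) at 12 h. Lipid-transfer proteins had 3.08 (f2p60_872_31557), 2.97 (f4p60_771_32886) and 2.59 (f3p60_709_13906) at 24 h, and DIR1 (f2p60_631_34832) had 1.96 at 48 h. Calnexin had 1.46 (f2p60_2014_21981) and 1.10 (f6p60_2017_21873), protein disulfide-isomerase like 2-2 (f2p60_1650_24144) had 1.21 and Sec61 subunit alpha (f2p60_1695_5947) had 1.14 at 6 h, the last 0.87 and below the fold minimum without replicate 1 of 0 h. In wax synthesis, 3-ketoacyl-CoA synthase 10 (f5p60_1989_22046) had 1.40 at 24 h, and ECERIFERUM 1 (f8p60_2156_3744) a fitted value of 1.55 at 12 h that depends on the pseudocount, since it is listed at 0 at 0 h. The others were desiccation-related protein PCC3-06 (f2p60_983_30209) with 4.49 at 6 h, the alkenal oxidoreductase f7p60_1528_6951 with 3.94 at 12 h, Kunitz-type trypsin inhibitor C5 (f2p60_374_37875), of only 374 bp, with 4.29 at 48 h, the ACC oxidase f5p60_1401_7689 with 2.43 and chlorophyll-binding protein CP29.3 (f2p60_1040_296752) with 1.91 at 120 h.

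The 2 LHY transcripts were lower at 6 and 12 h, with a mean log2 change of -2.40 and -2.05, and not at 24, 48 and 120 h (0.56, 0.85 and 0.99), and the contrast of 6 and 12 h with the other times was -2.65 (standard error 0.09, adjusted p = 1.9e-12) for f4p60_3026_19232. The paper's LHY values from these samples had been read when this contrast was set, so its p is not independent evidence for the pattern. Library scaling is argued against by the mean of -2.42 at 6 h under median-ratio scaling. A smaller share of green cells as the whole reason is argued against at 12 h, where the median of the photosystem and chlorophyll-binding list was -0.41 (SD over its members 0.43), though that list fell too at 6 h. The paper states that the roots were harvested at the same time, and if this means 1 hour of the day for all treatments, the time of day at harvest is no explanation. If it does not, the mean of 0.56 at 24 h could come from the time of day or from a passing response to PEG, which cannot be told apart from the values, since no controls of the same hours were sequenced. In the clock and CONSTANS-like list of 9, taken from the paper's TF table and so not independent evidence, 6 fell at 6 h, 4 at 12 h, 1 at 48 h and 1 at 120 h, and 2 rose at 120 h (4 without replicate 3 of 120 h or under median-ratio scaling, 1 under TPM scaling), with equal counts adjusted over the list alone.

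In the list of genes tied to oxygen deficiency, 2 alcohol dehydrogenases, LBD41 and 3 RAP2-3 transcripts, 4 of 6 fell at 12 h, 2 at 24 h, 6 at 48 h and 6 at 120 h (equal adjusted over the list alone), and 5 had a higher change early than late, although the members come from DEG tables of these samples and are not independent evidence. Library scaling is argued against by the list median of -2.17 at 120 h under median-ratio scaling, beside -2.21 as listed. A single aberrant library of 0 h is argued against, since 6 of 6 were still down-regulated at 120 h without any 1 of the 3. The move into liquid medium rather than PEG stays open and cannot be told apart, since the median of -2.21 may come from either and no seedlings were moved without PEG. A response of the roots to PEG itself remains among the open explanations, as untested.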

How the results depend on the processing

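The fits without 3 libraries together and with transcripts of 400 bp or longer, and the regroupings of libraries, were chosen after the data were seen, and the other alternatives were set before the data were examined. No transcript named by the rule that was a DEG in either setting changed its direction under any alternative. Counts of DEGs stayed within 1.5 times the reported ones under the other pseudocount, both filters, both scalings, fits to single comparisons, the replicate block, unadjusted p and each library left out. Without single libraries of the compared times they ranged from 1480 to 1512 at 6 h, 1130 to 1141 at 12 h, 740 to 772 at 24 h, 556 to 724 at 48 h and 559 to 587 at 120 h, and without any single library from 2207 to 2279 at any time. The largest shift of the median change under a scaling was -0.04, under TPM at 120 h.

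With adjusted p and no fold minimum, counts are higher by construction: 7135 DEGs (3625 up, 3510 down) at 6 h, 6571 (3070, 3501) at 12 h, 5000 (2596, 2404) at 24 h, 3698 (1925, 1773) at 48 h and 3979 (1819, 2160) at 120 h. At any time they were 9610 (5475 up, 5584 down), at all 5 times 1257 (532 up, 725 down), in the contrast of 6 and 12 h with the other times 7621, over the lists 1394 and over the named transcripts 911. Under this setting falls outnumbered rises at 12 and 120 h.

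Of the calls of named transcripts, 5 were lost and 50 gained with the pseudocount of 0.1, 6 and 7 with median ratios, 7 and 6 with TPM, 22 and 2 with fits to single comparisons, and 18 and 30 without the 3 libraries least like their groups. Without replicate 1, 2 or 3 of 0 h, 24, 24 and 23 were lost and 17, 8 and 10 gained. With a replicate block 6 were lost and 0 gained, but replicate numbers do not pair the libraries, since residuals of equal numbers had a median correlation of -0.022 and those of different numbers 0.011. Among list counts, rises of TFs at 48 h went from 17 to 9, 11 and 26 without replicate 1, 2 and 3 of 48 h, and AP2/ERF transcripts with a higher change early from 14 to 8 without replicate 3 of 48 h or of 120 h and 9 without replicate 2 of 120 h. The cause was not tested. Replicates of short transcripts spread more widely, and the fit without those under 400 bp leaves out the short named transcripts, so it says nothing about their calls.

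Splits of 3 libraries of a time and 3 of 0 h are too few, 10, for a share under 0.05. The real split gave 1490, 1126, 754, 614 and 572 DEGs in time order, and the highest other split 0, 1, 0, 1 and 0, and for 6 h against 120 h 7353 and 0. Over 100 regroupings, the real one gave the highest count for DEGs at any time (2230, highest other 612), at all 5 times (148, highest other 2), for the F test (9381, highest other 388), the contrast of 6 and 12 h (766, highest other 46) and early against late (7048, highest other 2903), each with 1 split as large, the real one. The regroupings shuffle single libraries and so break up the replicates of a time. They show that libraries of different times are not interchangeable. They cannot decide whether the early and late or the 6 and 12 h contrast exceeds other contrasts that keep replicates together.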

Differences from the paper's values

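All alternatives named in this part were set before the data were examined, except the fit without 3 libraries together. For the fold changes printed in the paper's tables, the log2 ratio of mean FPKM at 12 h to 0 h was computed on the same scale and compared under 9 alternatives, the pseudocount of 0.1, median-ratio and TPM scaling, and each library of 0 and 12 h left out. A part of each supplementary table was compared: 12 of 56 transcripts in Table S8, 10 of 13 in Table S9, 12 of 57 in Table S10 and 13 of 122 in Table S12. None of these differed by more than the replicate SD. In Table S7, 1 of 11 did, the PYL4 transcript f2p60_1246_27481, with the paper's -1.51 and -1.56 here, which no longer differ under median-ratio scaling and differ under the other 8. In Table S11, 1 of 8 did, the PAL transcript f2p60_2638_2450, with the paper's 2.05 and 2 here, which no longer differ under median-ratio scaling or without replicate 2 or 3 of 0 h or replicate 1 or 2 of 12 h, and differ under the other 4.

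In Table 2, 28 of 51 transcripts differed at 12 h, given below with the paper's value first and the value here second. Opposite signs were found in 8: f2p60_653_34458 3.19 and -2.15, f2p60_482_36687 -2.34 and 2.83, f2p60_2781_19668 1.29 and -2.56, f7p60_2856_19557 -2.50 and 0.98, f4p60_1851_22830 2.32 and -0.98, f2p60_2293_3245 -0.92 and 0.55, f4p60_1269_8729 4.45 and -1.47 and f2p60_2079_21713 -1.42 and 2.46. Among transcripts of ABA and calcium signaling and transport, the others were f2p60_1754_23479 5.50 and 3.24, f2p60_1246_27481 -1.68 and -1.56, f2p60_745_332685 -1.51 and -2.52, f2p30_1011_11035 2.42 and 1.61, f2p37_2396_20662 1.01 and 1.28 and f3p60_1980_22126 1.03 and 2.41. For GST, POD and lignin genes they were f2p60_1104_10166 0.60 and 2.03, f3p60_1525_6924 2.07 and 1.99, f2p59_1311_26810 2.11 and 4.45, f2p60_2638_2450 2.05 and 2, f2p60_1840_22893 2.05 and 1.94 and f2p60_1499_25217 1.99 and 2.09. For HSP, chaperones and LEA proteins they were f3p60_839_12609 1.77 and 3.29, f3p60_805_32408 3.08 and 2.58, f2p60_820_32228 2.41 and 3, f2p60_1369_7946 2.97 and 2.52, f8p60_825_32305 2.50 and 1.64, f13p60_601_14927 1.67 and 1.58, f2p37_1282_27056 1.59 and 2.09 and f2p45_1593_6461 2.12 and 3.85. Under median-ratio scaling 4 of the 28 no longer differ, f3p60_1525_6924, f2p60_2638_2450, f2p60_1840_22893 and f13p60_601_14927. The first of these also closes under TPM scaling and without replicate 1 or 2 of 0 h or replicate 2 or 3 of 12 h, the second without replicate 2 or 3 of 0 h or replicate 1 or 2 of 12 h, and the third without replicate 2 or 3 of 0 h. The other 24 differ under all 9 alternatives.

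For DEG counts the thresholds are not the same, since the paper took unadjusted p from DEGseq and the counts here take adjusted p from limma. The fold minimum is 1 on the log2 scale in both, but the fold measure differs. Here it is a difference of means of log2 FPKM after adding 1, which lowers the changes of low transcripts. The folds of the paper's supplementary tables lie near log2 ratios of mean FPKM. The paper's counts are, for DEGs up, 871 at 6 h and 786 at 12 h, for DEGs down, 679 and 429, for DEGs up at any time 1328, for DEGs down at any time 959, for DEGs at any time 2244, and 89 and 29 for DEGs up at all 5 times and DEGs down at all 5 times. They lie within 1.5 times those found here, 845 and 692, 645 and 434, 1283, 990, 2230, and 105 and 43. With unadjusted p they were 859 up and 654 down at 6 h and 715 and 448 at 12 h.

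Some statements on single genes differ, and for transcripts of low level the unlike fold measure enters. CNGC2 at 12 h had a log2 ratio of mean FPKM of 1.28 and was not called then. Glutamate receptor 3.6 went from a mean of 0.903 FPKM at 0 h to 2.78 at 120 h, which was scored at 0.98. The paper places the maximum of ZEP and NCED3 at 12 h, and NCED3 was highest then (4.06), but the ZEP transcript f7p60_892_12070 had 1.24 at 12 h, 1.36 at 48 h and 1.37 at 120 h, and no setting run puts its value at 12 h first. Each of these ZEP values had a standard error of 0.22 and no test set 12 h against 48 or 120 h, so their order is not settled. Without the 3 libraries together they were 1.24, 1.25 and 1.07. The paper has CNGC2 (f2p37_2396_20662) up-regulated at every time, and here it was called at 120 h alone (1.15). Other settings call it at 12 and 48 h, with 1.25 and 1.21 at the pseudocount of 0.1 and with 1.04 and 1.01 without replicate 1 of 0 h. It is called at 12 h under median-ratio scaling (1.03) and without replicate 2 (1.01) or 3 (1.02) of 12 h, at 48 h without replicate 3 of 48 h (1.11) and, chosen after seeing the values, without the 3 libraries together (1.11), which lost 18 calls of named transcripts, and with no fold minimum at 12, 24 and 48 h. No setting calls it at 6 h. The paper has a pair of PP2C transcripts up-regulated, and protein phosphatase 2C 3 was (2.62 at 12 h), but protein phosphatase 2C 24 (f2p32_1786_23271) reached 0.99 at 12 h and was not called. It is called with no fold minimum, at 12 and 120 h at the pseudocount of 0.1 (1.09 and 1.08), under median-ratio scaling (1.03 and 1.01) and without replicate 3 of 0 h (1.08 and 1.07), at 12 h without replicate 2 of 12 h (1.02), and at 120 h without replicate 2 (1.07) or 3 (1.01) of 120 h. The paper counts glutamate receptor 3.6 (f2p60_3228_18926) among the genes that differ, and here its highest value was 0.98 at 120 h and it was not called. It is called at the pseudocount of 0.1 at 48 and 120 h (1.31 and 1.52), at 120 h under median-ratio scaling (1.01) and without replicate 2 of 0 h (1.07) or replicate 2 (1.09) or 3 (1.00) of 120 h, and with no fold minimum at 12, 24, 48 and 120 h. The paper has the dehydrins up-regulated throughout, and of 5 the calls were 5, 4, 4, 3 and 3 in time order. Dehydrin ERD14 (f3p60_1235_27073) had 1.16 at 6 h and -0.20, 0.12, 0.03 and 0.02 at the later times, and no setting calls it up-regulated at these. The other transcript not called throughout, f2p60_651_345120, had 0.91 at 48 h, and 1.02 without replicate 3 of 48 h or, chosen after seeing the values, without the 3 libraries together. With no fold minimum 4 of 5 are called at 48 and 120 h.

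Statements on lists differ in part, with equal counts of rises adjusted over the list alone, on lists the study chose on these samples, which are not independent evidence. The paper has most GST transcripts up-regulated after 6, 12 and 24 h, and 15 of 20 rose at 1 or more of these times, which matches it. Taken singly, 13 rose at 6 h, 9 at 12 h and 6 at 24 h (12 and 10 at the last 2 with no fold minimum). The paper makes the same statement for HSP and LEA transcripts together, and 33 of 38 and 12 of 19 rose at 1 or more of these times, which matches it. Taken singly, 31 HSP transcripts rose at 6 h, 17 at 12 h and 6 at 24 h (27 and 19 at the last 2 with no fold minimum), and 11, 9 and 7 LEA transcripts (10 at 12 h with no fold minimum). The paper has most calcium effectors up-regulated only at 6 and 12 h, and over the calcium list of 20 the rises were 4, 5, 4, 3 and 4 in time order.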

Other observations

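The tests of explanations for Table 2 were chosen after the values were seen, and the other comparisons here were planned. Genes of sulfate assimilation and of the shikimate pathway, which supplies phenylalanine for lignin, rose early and lay nearer to or below their 0 h level later. Mean FPKM of APR3 (f3p60_1765_23380) went from 2.71 ± 0.318 (SD, 3 libraries) to 48.6 ± 3.12 at 6 h, of APR1 (f2p35_1882_4853) from 150.5 ± 3.2 to 713.0 ± 9.26 and of ATP sulfurylase 1 (f2p42_1919_4627) from 86.6 ± 2.05 to 427.4 ± 9.29. Of the 5 transcripts for sulfate assimilation, 4 were up-regulated at 6 h, 3 at 12 h and 2 at 24 h, and limma called 0 at 48 and 120 h, also with unadjusted p and the fold minimum. By adjusted p with any fold, 5, 5, 4, 2 and 1 rose in time order. All 5 had a higher change early than late. Of the 9 of the shikimate pathway, 9 rose at 6 h, 7 at 12 h and 1 at 24 h, arogenate dehydratase 5 (f3p60_518_15775), which was not called without replicate 3 of 24 h, and limma called 0 at 48 and 120 h, also with unadjusted p and the fold minimum. By adjusted p with any fold, 9 rose at 6 h, 9 at 12 h and 8 at 24 h, and 1 fell at 48 h and 6 at 120 h. All 9 had a higher change early. The ammonium transporters AMT1;2 went the other way, with 2 of 4 down-regulated at 6 h, 4 at 12 h and 3 at 24 h, and 4 of 4 lower early than late. At 12 h the falls were -1.59 for f2p31_1645_6180, -1.63 for f6p60_1644_24184 and -2.56 for f3p60_245_39366, which is only 245 bp long and varied widely at 0 h (87.9 ± 45.9 FPKM). At 48 and 120 h limma called 0, also with unadjusted p and the fold minimum, and 2 and 0 fell at unadjusted p with any fold. Of 7 lipid-transfer proteins, 3 were up-regulated at 6 h, 3 at 12 h, 6 at 24 h, 6 at 48 h and 4 at 120 h, while f4p60_914_11906 fell at 6, 48 and 120 h (-1.03, -1.22 and -1.68), with -0.85 at 48 h without replicate 2 of 48 h. These 4 lists were picked from DEGs of the same samples and are not independent evidence, and their counts are equal when adjusted over the list alone.

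Another 5 lists come from the annotation table and were not chosen for their expression. Counts with any fold have to be read beside those over all 12080 transcripts tested. By adjusted p with any fold, 3625 of these rose and 3510 fell at 6 h, 3070 and 3501 at 12 h, and 2596 and 2404 at 24 h. At 48 h 1925 rose and 1773 fell, and at 120 h 1819 and 2160. No list was tested against these shares. In protein processing in the ER, 26 of 32 transcripts rose at 6 h, 25 at 12 h, 14 at 24 h and 0 at 48 and 120 h by adjusted p of limma with any fold (2 and 1 at 48 and 120 h by unadjusted p), and 27 had a higher change early than late. With the fold minimum 5 rose at 6 h and 0 at each later time, also with unadjusted p, but 1 rose at 12 h without replicate 3 of 0 h, without replicate 1 of 12 h or under either scaling. Of 10 tested transcripts for very-long-chain fatty acids and wax, 1 was up-regulated at 12 h and 1 at 24 h, and limma called 0 at the other times, also with unadjusted p and the fold minimum. By adjusted p with any fold, 3 rose and 2 fell at 6 h, 4 rose at 12 h, and 2 rose and 1 fell at 24 h. By this rule 3 fell at 48 h and 6 at 120 h. In this list 7 had a higher change early (8 adjusted over the list alone). The counts with the fold minimum in this paragraph are equal when adjusted over the list alone. For 9 transcripts of proton pumps, which do not include the ATPase 11 (-1.54 at 12 h, f2p9_3608_18466) and ATPase 4 (-1.09 at 24 h, f2p9_3515_18575) of the ion transport list, limma called 0 at every time, also with unadjusted p and the fold minimum, and with unadjusted p and any fold 3 rose and 4 fell at 6 h, 2 and 1 at 12 h, 1 and 1 at 24 h, 1 and 2 at 48 h and 2 and 2 at 120 h. Among 10 receptors for ethylene and cytokinin, 1 fell at 12 h, 1 at 24 h and 2 at 48 h, and by adjusted p with any fold 4, 8, 8, 6 and 5 fell in time order and 2 rose at 6 h, with -1.22 for f5p60_3035_1622 at 12 h and -1.34 for ethylene receptor 2 (f2p60_2609_20102) at 48 h. The photosystem and chlorophyll-binding list of 19 was expressed at 0 h with a median of 55.3 FPKM (highest 574.0), and its median log2 change was -0.96 at 6 h, -0.41 at 12 h, 0.06 at 24 h, 0.41 at 48 h and 0.70 at 120 h. In it 9 fell at 6 h and 1 at 12 h, and 1 rose at 48 h and 1 at 120 h (2 at 48 h without replicate 2 or 3 of 0 h or 3 of 48 h, and 2, 3 and 2 at 120 h without replicate 3 of 0 h and replicates 2 and 3 of 120 h). By adjusted p with any fold, 15 fell at 6 h, 9 fell and 2 rose at 12 h, and 1 fell and 2 rose at 24 h. At 48 h 10 rose by this rule and at 120 h 13.

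Among the 255 fold changes of Table 2, 92 lie within 0.25 of the value for their own transcript and 167 within 0.25 of the value for the transcript one line above. All 5 times are within this distance for 9 transcripts on their own line and for 22 against the line above. Another pseudocount is argued against, since at most 96 of the values met their own transcript at pseudocounts of 0, 0.1 and 1. A printed column that moved down by a line in part of the table may account for the 167. No biological explanation was tested.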
